# Next generation sequencing analysis reveals that the ribonucleases RNase II, RNase R and PNPase affect bacterial motility and biofilm formation in *E. coli*

**DOI:** 10.1186/s12864-015-1237-6

**Published:** 2015-02-14

**Authors:** Vânia Pobre, Cecília M Arraiano

**Keywords:** Exoribonucleases, RNase II, RNase R, PNPase, Transcriptome, RNA-Seq, Motility, Biofilm formation

## Abstract

**Background:**

The RNA steady-state levels in the cell are a balance between synthesis and degradation rates. Although transcription is important, RNA processing and turnover are also key factors in the regulation of gene expression. In *Escherichia coli* there are three main exoribonucleases (RNase II, RNase R and PNPase) involved in RNA degradation. Although there are many studies about these exoribonucleases not much is known about their global effect in the transcriptome.

**Results:**

In order to study the effects of the exoribonucleases on the transcriptome, we sequenced the total RNA (RNA-Seq) from wild-type cells and from mutants for each of the exoribonucleases (∆*rnb*, ∆*rnr* and ∆*pnp*). We compared each of the mutant transcriptome with the wild-type to determine the global effects of the deletion of each exoribonucleases in exponential phase. We determined that the deletion of RNase II significantly affected 187 transcripts, while deletion of RNase R affects 202 transcripts and deletion of PNPase affected 226 transcripts. Surprisingly, many of the transcripts are actually down-regulated in the exoribonuclease mutants when compared to the wild-type control. The results obtained from the transcriptomic analysis pointed to the fact that these enzymes were changing the expression of genes related with flagellum assembly, motility and biofilm formation. The three exoribonucleases affected some stable RNAs, but PNPase was the main exoribonuclease affecting this class of RNAs. We confirmed by qPCR some fold-change values obtained from the RNA-Seq data, we also observed that all the exoribonuclease mutants were significantly less motile than the wild-type cells. Additionally, RNase II and RNase R mutants were shown to produce more biofilm than the wild-type control while the PNPase mutant did not form biofilms.

**Conclusions:**

In this work we demonstrate how deep sequencing can be used to discover new and relevant functions of the exoribonucleases. We were able to obtain valuable information about the transcripts affected by each of the exoribonucleases and compare the roles of the three enzymes. Our results show that the three exoribonucleases affect cell motility and biofilm formation that are two very important factors for cell survival, especially for pathogenic cells.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-015-1237-6) contains supplementary material, which is available to authorized users.

## Background

RNA degradation can rapidly control RNA levels and therefore it plays a central role in the cell metabolism. *Escherichia coli* has three 3′-5′exoribonucleases that accomplish most of the RNA degradative activity: RNase II, RNase R and PNPase [1,2]. These exoribonucleases can have different substrates in the cell even though they have some functional overlapping [1].

RNase II is a hydrolytic exoribonuclease that processively degrades RNA in the 3′-5′ direction, is sensitive to secondary structures, it is also known to stall before it reaches a double-stranded region [3,4]. Although RNase II degrading activity is sequence-independent, its favourite substrate is poly(A) tails. RNase II rapidly degrades poly(A) tails, but it halts if it finds secondary structures such as the Rho-independent terminators. The degradation of polyadenylated stretches by RNase II can paradoxically protect some RNAs because the other exoribonucleases (PNPase and RNase R) need a short poly(A) tail as a “toehold” in order to degrade secondary structures [5-10].

RNase R is another 3′-5′ hydrolytic exoribonuclease from the RNase II family of exoribonucleases [11,12]. RNase R can easily degrade highly structured RNAs, but requires a single stranded region in order to be able to bind to the substrates. It was shown to be a key enzyme involved in the degradation of polyadenylated RNA [11,13-15]. RNase R is also a critical enzyme involved in RNA and protein quality control, namely in the degradation of defective tRNAs and rRNAs and is involved in RNA degradation during *trans*-translation [12,14-16]. The activity of RNase R is modulated according to the growth conditions of the cell and is induced under several stress conditions [16,17]. RNase R is a highly unstable protein in exponentially growing cells, but is stabilized in stationary phase and other stress conditions [18]. Most of the RNase R in exponential phase has been shown to be linked with ribosomal proteins [19,20].

In contrast to RNase II and RNase R, PNPase is a 3′-5′ phosphorolytic enzyme. PNPase activity is blocked by double-stranded RNA structures [4], but it can form complexes with other proteins allowing it to degrade through extensive structured RNA [2]. PNPase is not only a degradative enzyme, but is also capable of adding heteropolymeric tails [21,22]. In exponentially growing *E. coli*, more than 90% of the transcripts are polyadenylated and Rho-dependent transcription terminators were suggested to be modified by the polymerase activity of PNPase [23].

Both PNPase and RNase R have also been shown to be involved in virulence in several different organisms [24-27]. In two of these studies PNPase and RNase R were found to affect virulence by altering the motility of the pathogens [25,26]. Motility is extremely important for the cells to survive, especially pathogenic cells that need to colonize different environmental niches [28]. However, under certain conditions, cells can form biofilms that provide several advantages such as antibiotic resistance [29]. Both cell motility and biofilm formation are complex processes and are somewhat correlated, since motile bacteria must become non-motile to form biofilms [30].

The role of exoribonucleases has been extensively studied but there are only two global genomic studies for the exoribonucleases, both done using array technologies and none comparing the three exoribonucleases. In one study Mohanty and Kushner analysed the roles of PNPase and RNase II in mRNA abundance and decay in *E. coli* [31], while in a different report the role of RNase R in the mRNA turnover in *Pseudomonas putida* was studied [32]. In this work we used deep sequencing, more specifically RNA-Seq, to analyse the transcriptomic differences between *E. coli* wild-type cells and deletion mutants of the three main exoribonucleases (∆*rnb*, ∆*rnr* and ∆*pnp*) in exponentially growing cells. This study is the first transcriptomic analysis of the three exoribonucleases and is the first global analysis of RNase R in *E. coli*.

Surprisingly, the transcriptomic analysis revealed that a very high percentage of transcripts are actually down-regulated in the exoribonuclease mutants when compared to the wild-type control. It was also observed that although the exoribonucleases significantly affect many transcripts only 29 transcripts are significantly affected by all three exoribonucleases. In fact, the transcriptome analysis indicated that all three exoribonucleases affected cell motility and biofilm formation. We further demonstrated that RNase II, RNase R and PNPase significantly impaired the motility of the cells. Moreover, we found that RNase II and RNase R mutants formed more biofilms than wild-type cells and conversely, PNPase mutant did not form biofilms.

## Results

### Transcriptome wide analysis

There are three main 3′-5′ exoribonucleases responsible for the degradation of RNA in *E. coli*: RNase II, RNase R and PNPase. In this work we analysed the consequences at the transcriptome level when each of these exoribonucleases were absent from the cell. Therefore we sequenced the total RNA (RNA-Seq) of *E. coli* wild-type cells and of the mutants for each exoribonuclease RNase II (∆*rnb*), RNase R (∆*rnr*) and PNPase (∆*pnp*) growing in exponential phase. 

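RNA-Seq reads were analysed for 4 strains of *E. coli* K-12, with 1 sample per strain and no replicates: the wild-type MG1693, which carries a *thyA* mutation and needs thymine to grow, and its derivatives CMA201 (∆*rnb*), HM104 (∆*rnr*) and SK10019 (∆*pnp*). RNase II and RNase R are hydrolytic exoribonucleases, and PNPase is a phosphorolytic exoribonuclease. Cultures were started at an optical density of 0.03, grown at 37°C with shaking at 200 rpm in LB medium with thymine, and collected in exponential phase at an optical density of about 0.3. The paper gives the thymine as 50 μg per ml, while the labels of the deposited samples give 50 mg per ml. From each strain 20 μg of RNA was depleted of rRNA, fragmented with RNase III and sequenced as single-end reads of 50 bases. The reads were cleaned and mapped to the K-12 reference genome before the authors deposited them as the number of reads counted on each of 4497 transcripts, without normalization. Each transcript has a number of total reads, a number of unique reads (those that match only a single place) and an RPKM value. The program that counted the reads and the annotation it used are not stated. Total reads are used here unless unique reads are named. The total number of reads on transcripts was 4902754 in the wild-type, 4922217 in ∆*rnb*, 5193047 in ∆*rnr* and 4940186 in ∆*pnp*, and the unique reads were 2958660, 2732801, 2521322 and 2778662 in the same order. At these totals the smallest share that 3 reads can show is between 5.8e-05% and 6.1e-05% of a sample. At least 1 read was counted on 4357 transcripts in the wild-type, 4337 in ∆*rnb*, 4370 in ∆*rnr* and 4391 in ∆*pnp*, and the median number of reads per transcript was 76, 63, 79 and 89. After the depletion, rRNA still held 40.07% of the total reads in the wild-type (95% Wilson interval 40.03 to 40.12), 45.00% in ∆*rnb* (44.96 to 45.05), 52.80% in ∆*rnr* (52.75 to 52.84) and 43.19% in ∆*pnp* (43.14 to 43.23). The remaining reads outside rRNA, tRNA and small RNA genes were 2779964 in the wild-type, 2534134 in ∆*rnb*, 2291062 in ∆*rnr* and 2561025 in ∆*pnp*, so the number of reads available for mRNAs was lowest in the ∆*rnr* mutant. Each strain had few reads on the gene deleted in it. The *rnb* gene had 34 reads in ∆*rnb* against 1447 in the wild-type, *rnr* had 411 in ∆*rnr* against 6720, and *pnp* had 643 in ∆*pnp* against 11832. Fold changes are given as reads in the mutant divided by reads in the wild-type, with 95% exact (Clopper-Pearson) intervals that cover counting noise only. Differential expression was tested with edgeR's exact test on transcripts with at least 10 reads over the 2 samples compared, after TMM normalization and with Benjamini-Hochberg adjustment. Because a single sample per strain gives no spread between replicates, the dispersion of that test was estimated blind, by treating the mutant and the wild-type as replicates, and no difference has a replicate check.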

The fold-change of all the transcripts was plotted in a MA scatterplot (Figure 1) to obtain an overview of the transcriptomic changes when comparing two samples. Each point in the MA scatterplots corresponds to a transcript. The transcripts with M equal to zero did not change between the two samples that were being compared. On the other hand, transcripts with M above zero are up-regulated while transcripts with M below zero are down-regulated. The dispersion of the log fold-change is not that high for most of the transcripts (Figure 1). 

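M could be computed for the transcripts with at least 1 read in both samples, which were 4291 for ∆*rnb*, 4310 for ∆*rnr* and 4324 for ∆*pnp* (no replicates). M lay within 1 log2 unit of zero for 3824 transcripts in ∆*rnb* (89.1%), 3519 in ∆*rnr* (81.6%) and 3219 in ∆*pnp* (74.4%). It lay more than 2 log2 units from zero for 90 transcripts in ∆*rnb* (2.1%), 148 in ∆*rnr* (3.4%) and 240 in ∆*pnp* (5.6%). The shares within 1 log2 unit rose to 95.8%, 86.9% and 81.8% among transcripts with at least 50 reads in both samples. From this concentration of points near zero the paper reasons that dispersion was low for most transcripts.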

However, there were some differences between the different mutants and the wild-type cells. The PNPase mutant is the one that presents higher dispersion of the fold change values (Figure 1C) followed by RNase R mutant (Figure 1B), while the RNase II scatterplot showed low dispersion for most of the transcripts (Figure 1A). 

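The standard deviation of M across transcripts was 1.020 in ∆*pnp* (bootstrap 95% interval over transcripts 0.986 to 1.056), 0.888 in ∆*rnr* (0.855 to 0.919) and 0.677 in ∆*rnb* (0.650 to 0.704), so that the intervals of the 3 mutants did not overlap. Transcripts are not independent replicates, and each mutant was represented by 1 sample. The order of the mutants was the same under every setting tried. The values fell most when only transcripts with at least 50 reads in both samples were kept, to 0.858 in ∆*pnp*, 0.738 in ∆*rnr* and 0.414 in ∆*rnb*. From the width of the scatterplots the paper ranks ∆*pnp* first and ∆*rnr* next, with ∆*rnb* the least dispersed.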

This result indicated that PNPase and RNase R had broader effects on gene expression than RNase II. 

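The interquartile range of M gives the same order with less weight on transcripts that have few reads. It was 1.095 log2 units in ∆*pnp*, 0.935 in ∆*rnr* and 0.614 in ∆*rnb* (no replicates). With rRNAs, tRNAs and small RNAs left out, the standard deviation of M was 0.985 in ∆*pnp*, 0.890 in ∆*rnr* and 0.670 in ∆*rnb*. The paper takes the wider spread of M as evidence that the loss of PNPase or RNase R has broader effects on gene expression than the loss of RNase II.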

We also calculated the number of transcripts that were up or down-regulated when comparing the different samples (Table 1). 

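A transcript was counted as up-regulated when it had more reads in the mutant than in the wild-type, and as down-regulated when it had fewer, over all 4497 transcripts and without normalization. A transcript with equal reads in both samples was counted in neither group. There were 241 such transcripts for ∆*rnb*, 244 for ∆*rnr* and 193 for ∆*pnp*. No threshold on the size of the change was applied, so a difference of a single read was enough to place a transcript in a group. Because each strain has 1 sample, the 95% Wilson intervals given for these percentages express only the number of transcripts counted.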

The exoribonucleases are involved in the degradation of RNAs, therefore when comparing an exoribonuclease mutant with the wild-type control we would expect to have more up-regulated than down-regulated transcripts. 

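Without normalization, 2859 of 4497 transcripts were down-regulated in ∆*rnb* (63.6%), 2322 in ∆*rnr* (51.6%) and 1775 in ∆*pnp* (39.5%) in the deposited reads (no replicates). The percentages depended on how the samples were scaled. With TMM normalization in place of unscaled reads, 49.7% of transcripts were down-regulated in ∆*rnb*, 47.1% in ∆*rnr* and 47.7% in ∆*pnp*. TMM centers most transcripts on no change by construction, so values near 50% are no evidence for or against a general fall. From the percentages in its Table 1, whose scaling is not stated, the paper concludes that the share of down-regulated transcripts was very high in all mutants.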

Surprisingly, we found a very high percentage of down-regulated transcripts in all the exoribonucleases mutants when compared to the wild-type control. The percentage of transcripts that were up-regulated when comparing the ∆*rnb* mutant with the wild-type is lower than the percentage of transcripts that were down-regulated (~29% and ~67% respectively). 

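Of the 4497 transcripts in the files, 1397 had more reads in ∆*rnb* than in the wild-type, which is 31.1% (95% Wilson interval 29.7 to 32.4). Fewer reads in ∆*rnb* were found for 2859 transcripts, which is 63.6% (62.2 to 65.0). The median M over transcripts with reads in both samples was -0.17, and 67.4% were down-regulated among the 3476 transcripts with at least 10 reads in both samples. The setting that moved these values most was the scaling of the samples. With DESeq2 size factors, which center most transcripts on no change by construction, 48.9% were up-regulated and 49.0% were down-regulated.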

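Fewer reads in ∆*rnr* than in the wild-type were found for 2322 of 4497 transcripts, which is 51.6% (95% Wilson interval 50.2 to 53.1), and more reads were found for 1931, which is 42.9% (41.5 to 44.4). The ∆*rnr* sample was the largest of the 4 and also had the largest share of rRNA reads. Dividing by the library total raised the down-regulated share to 58.8% and lowered the up-regulated share to 39.5%. With TMM normalization, which brings both shares near 50% by construction, 47.1% of transcripts were down-regulated and 51.1% up-regulated (no replicates).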

The percentage of down-regulated transcripts was also higher in the ∆*rnr* mutant (~54%). Only PNPase deletion resulted in more up-regulated (~59%) than down-regulated transcripts (~37%), but even in the ∆*pnp* mutant there were still a considerable percentage of down-regulated transcripts (Table 1). 

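In ∆*pnp*, 2529 of 4497 transcripts had more reads than in the wild-type, which is 56.2% (95% Wilson interval 54.8 to 57.7), and 1775 had fewer, which is 39.5% (38.1 to 40.9). More transcripts rose than fell in ∆*pnp* under every scaling tried, but the gap narrowed from unscaled reads to DESeq2 size factors, with which 49.9% were up-regulated and 48.5% were down-regulated. DESeq2 size factors and TMM bring both shares near 50% by construction. The RPKM values that the authors give yielded 53.4% and 44.9% (no replicates). The paper concludes that PNPase is the only one of these exoribonucleases whose loss raises more transcripts than it lowers, while many transcripts are still lowered.

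**Figure D1:**
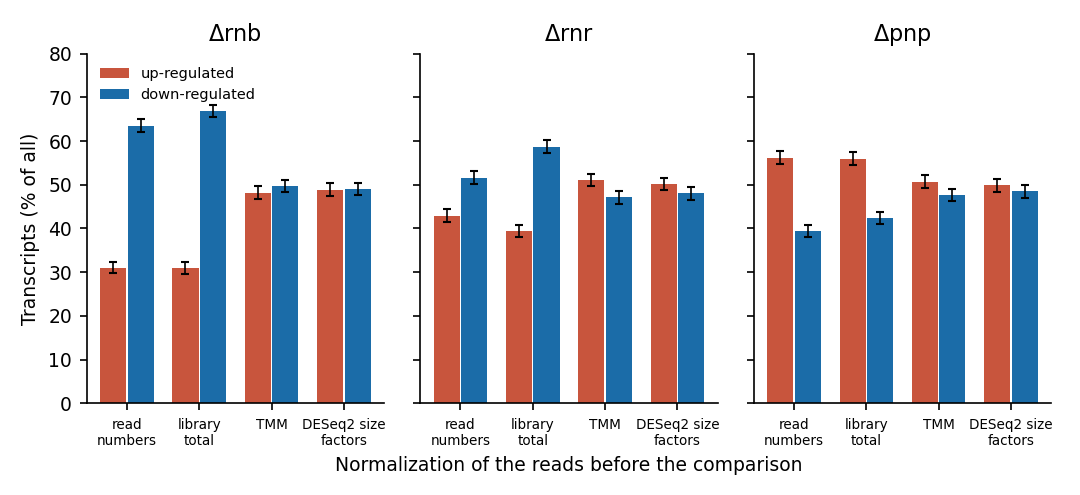
Percentage of the 4497 transcripts with more reads (up-regulated) or fewer reads (down-regulated) in each mutant than in the wild-type, by the normalization applied before the comparison. Bars start at 0 and error bars are 95% Wilson intervals over transcripts, with 1 sample per strain. In ∆*rnb* the down-regulated share was 63.6% with unscaled reads and 49.7% with TMM, which like DESeq2 size factors centers most transcripts on no change by construction.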

The high percentage of down-regulated transcripts in the exoribonuclease mutants might be an indirect consequence of the exoribonuclease deletion, although there is some evidence that some transcripts can be protected instead of being degraded by the exoribonucleases [8,9,31,33]. These results indicate that the role of the exoribonucleases in RNA metabolism is very complex and a deletion of only one of these exoribonucleases can have a great impact in the cell transcriptome.

**Figure 1:**
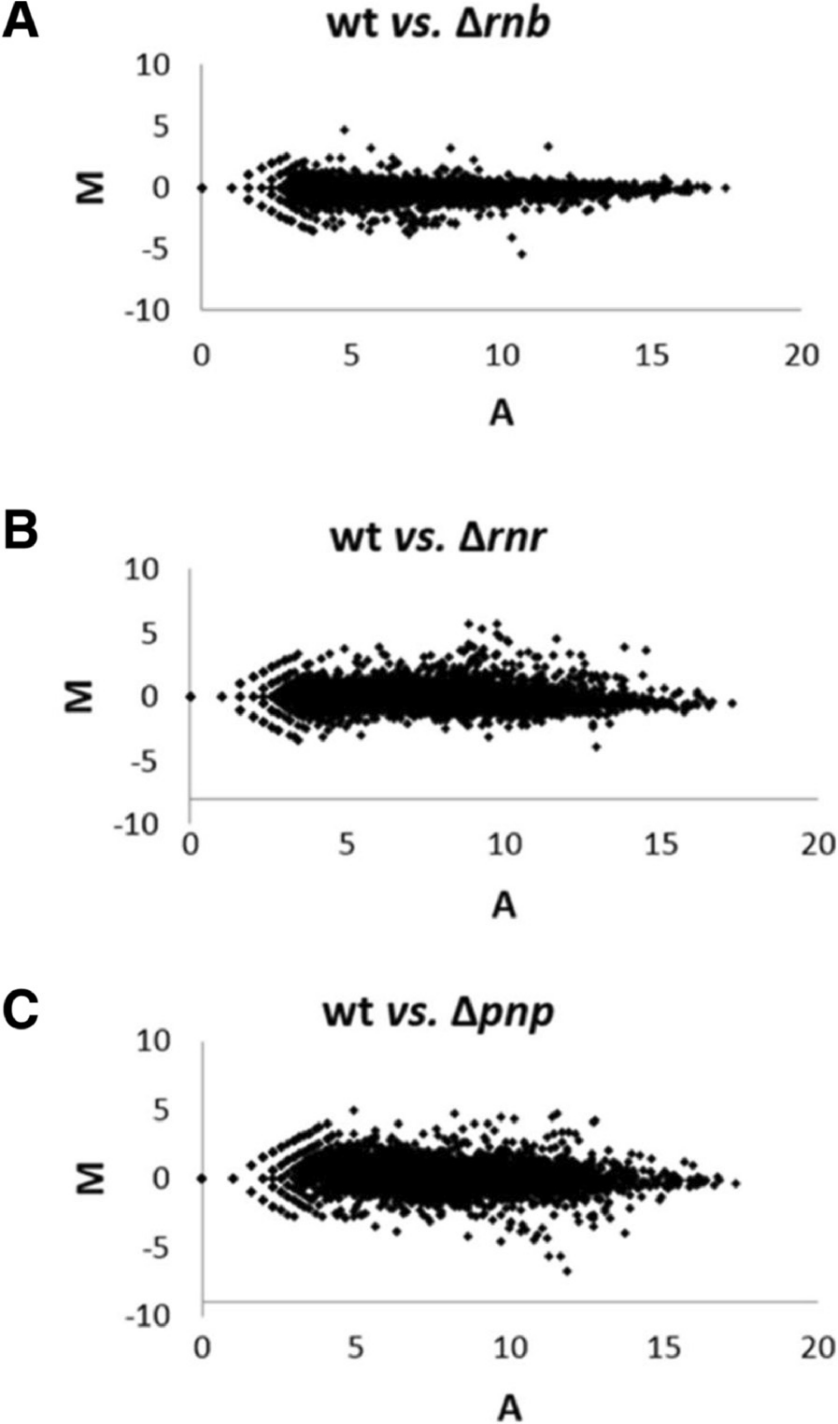
**Transcriptome wide analysis.** Global overview of the transcriptomic differences between the wild-type and the different exoribonucleases mutants. **A)** MA scatterplot comparing wild-type (wt) with ∆*rnb* mutant. **B)** MA scatterplot comparing wild-type (wt) with ∆*rnr* mutant. **C)** MA scatterplot comparing wild-type (wt) with ∆*pnp* mutant. M is the Log2 of the number of reads of the mutant divided by the number of reads of wt, while A is the Log2 of the sum of the two strains. For example, M = log2(∆*rnb*/wt), A = log2(∆*rnb* + wt). Values above 0 correspond to up-regulated transcripts while values below 0 correspond to transcripts down-regulated.

**Table 1:** **Percentage of up-regulated and down-regulated transcripts**

**Strains**	**% Up-regulated transcripts**	**% Down-regulated transcripts**
**wt** ***vs.*** **Δ** ***rnb***	29.1	66.9
**wt** ***vs.*** **Δ** ***rnr***	41.8	54.5
**wt** ***vs.*** **Δ** ***pnp***	59.0	38.6

### Differential expression analysis of the transcriptome of exoribonucleases mutants

To determine the differentially expressed transcripts, we used the algorithm Cufflinks to calculate the relative abundance of the transcripts. Subsequently, we used the algorithm Cuffdiff to find significant changes in transcript expression, when comparing two samples [34]. We then clustered the list of differentially expressed transcripts into different functional categories using GeneCodis, a web-based tool for the ontological analysis of large lists of genes [35].

In the RNase II mutant there were 187 transcripts differentially expressed when compared with the wild-type control (Additional file 1: Table S1). 

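In the deposited reads, edgeR's exact test with a dispersion estimated blind from the pair gave 39 transcripts with a Benjamini-Hochberg adjusted p under 0.05 among the 3947 tested in ∆*rnb*, of which 7 were up-regulated and 32 were down-regulated (no replicates). The median biological coefficient of variation that the blind estimate assigned was 0.213. Of the 39 transcripts, 36 are in the paper's Table S1. The transcripts with the largest falls, among those with at least 50 reads in the higher sample, were *rnb* itself and *ilvC*. The reads of *ilvC* went from 1096 in the wild-type to 64 in ∆*rnb*, a fold change of 0.058 (95% exact interval 0.045 to 0.075, edgeR adjusted p = 2.5e-13). Next were *flgH*, *fliN* and *fliP*, with fold changes between 0.074 and 0.082. After *flu*, the largest rises were those of *yeeR* (9.6), *yciW* (5.4), the tRNA *trpT* (4.3) and the tRNA *glyX* (3.4). The reads of *glyX* are shared with near-identical tRNA genes, so its value is uncertain. At a fixed coefficient of variation of 0.4 only *rnb* itself was called. The number of transcripts followed the dispersion assumed. It was 1 with a fixed coefficient of variation of 0.4 and 62 with a fixed coefficient of 0.2.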

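Among the 39 transcripts that were differentially expressed in ∆*rnb* in the deposited reads, 20 belong to a set of 41 flagellar transcripts that was listed before the files were opened. The set covers *flg*, *flh* and *fli* genes together with *motA* and *motB*. The largest falls among them were those of *flgH*, from 94 reads in the wild-type to 7 in ∆*rnb* (95% exact interval of the fold change 0.029 to 0.160, edgeR adjusted p = 0.0012), *fliN*, from 85 to 7 (0.032 to 0.177, adjusted p = 0.0024), and *fliP*, from 97 to 8 (0.035 to 0.169, adjusted p = 0.0017). Table S1 lists 30 of the 41 flagellar transcripts. When the adjusted p had to be under 0.01, 13 flagellar transcripts remained, and with a fixed biological coefficient of variation of 0.4 none did (no replicates). From its list the paper reports that most transcripts affected without RNase II had a role in flagellum assembly and motility.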

Most of the transcripts that were affected by an RNase II deletion were related to flagellum assembly and motility (Figure 2A). 

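All 41 flagellar transcripts had fewer reads in ∆*rnb* than in the wild-type (no replicates). Their median log2 fold change was -2.632, which corresponds to a fold change of 0.161, with quartiles of -3 and -1.807 and a smallest fall of -0.485. Random sets of the same size, drawn from transcripts with similar wild-type reads, had a 95% range of medians from -0.392 to -0.060 (permutation test over transcripts, p = 1e-05, the smallest that 100000 resamples can give). Flagellar transcripts lie in operons and do not vary independently, so this p does not measure variation between cultures. The wild-type reads of the set ran from 7 to 275, with a median of 83. The median moved most with TMM normalization, to -2.464, and all 41 transcripts still fell. From its own list the paper concludes that all affected transcripts of flagellum assembly were down-regulated without RNase II.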

Moreover, all the transcripts that were affected by the RNase II deletion and that belong to the Kegg pathway of flagellum assembly were down-regulated (Additional file 1: Table S1). Interestingly, the transcript that was most up-regulated in the ∆*rnb* mutant with a fold change of 10.3 is Antigen-43 (*flu)* known to promote aggregation and inhibit bacterial motility [36]. 

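The *flu* gene, which encodes the autotransporter antigen-43, lies at bases 2071539 to 2074658 of the K-12 genome used in the files. It had 236 reads in the wild-type and 2432 in ∆*rnb*, a fold change of 10.31 (95% exact interval 9.01 to 11.83, edgeR adjusted p = 2.7e-11, no replicates). All of its reads in the wild-type and in ∆*rnb* were unique. It had the largest rise among the transcripts that passed the test with at least 50 reads in the higher sample. With a fixed biological coefficient of variation of 0.4 the log2 fold change of 3.37 had an adjusted p of 0.17 in edgeR's test.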

Therefore, global effects of the RNase II deletion on flagellum assembly can be an indirect effect due to the high levels of antigen-43 in the ∆*rnb* mutant.

**Figure 2:**
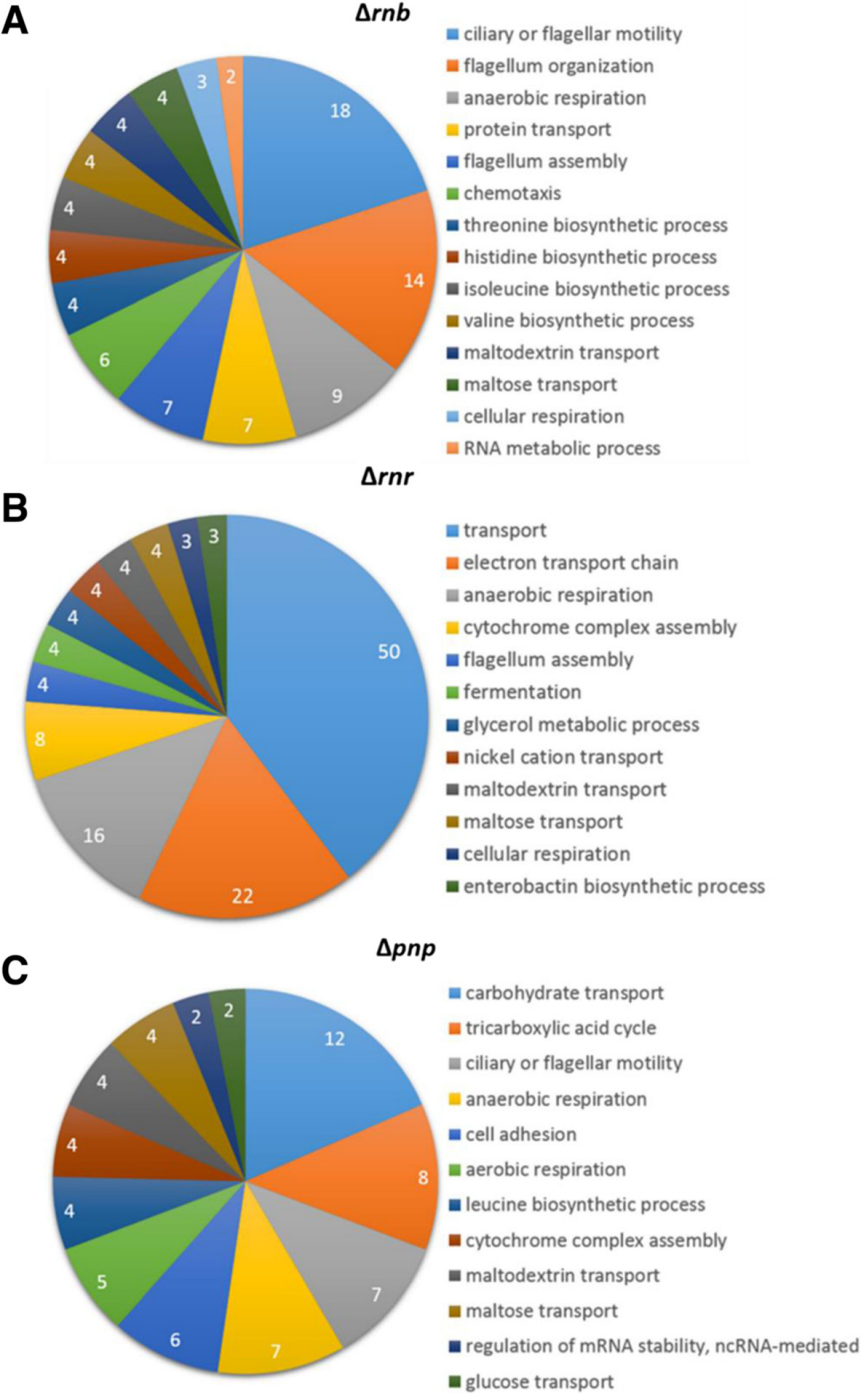
**Differential expression analysis of the transcriptome of the exoribonucleases mutants.** Differentially expressed transcripts distribution in different functional categories. **A)** The differentially expressed transcripts between ∆*rnb* and wild-type. **B)** The differentially expressed transcripts between ∆*rnr* and wild-type. **C)** The differentially expressed transcripts between ∆*pnp* and wild-type. Transcripts were grouped into different functional categories but only the Gene Ontology category of biological process is represented. These results were obtained using GeneCodis [35].

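In the deposited reads, 34 of 3994 transcripts tested were differentially expressed in ∆*rnr* by edgeR's exact test with a blind dispersion, of which 33 were up-regulated and 1, *rnr* itself, was down-regulated (no replicates). The median biological coefficient of variation assigned by the blind estimate was 0.350. Among them 18 belong to a set of 47 anaerobic respiration transcripts listed before the files were opened, and 31 are in the paper's Table S2. The largest rises were those of *tdcA* (7 reads in the wild-type and 374 in ∆*rnr*), *tdcB* (16 and 736), *glpC* (14 and 541), *dcuC* (24 and 752) and *tdcC* (29 and 786), with fold changes from 27.1 to 53.4. The edgeR adjusted p of these 5 lay between 0.00043 and 0.0016. The planned setting that moved the count most, a fixed biological coefficient of variation of 0.2, passed 249 transcripts, of which 36 were anaerobic respiration transcripts. The paper reasons from its list that most transcripts affected in ∆*rnr* appeared to belong to transport, anaerobic respiration and electron transport.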

The deletion of RNase R affected the expression of 202 transcripts (Additional file 1: Table S2) and most of these transcripts appeared to be involved in transport, anaerobic respiration and electron transport chain (Figure 2B). 

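Of the 41 flagellar transcripts, 32 had fewer reads in ∆*rnr* than in the wild-type, 7 had more and 2 had equal reads (no replicates). The median log2 fold change was -0.312, a fold change of 0.806, against a 95% range of -0.245 to 0.218 for random sets with similar wild-type reads (permutation test over transcripts, p = 0.0089). None of the 41 passed edgeR's test in ∆*rnr*, either with the blind dispersion or with a fixed biological coefficient of variation of 0.2. Table S2 lists 2 of them, *flgJ* and *flhC*. The reads of *flhC* went from 44 to 16, a fold change of 0.36 (95% exact interval 0.19 to 0.66), and those of *flgJ* from 72 to 58, a fold change of 0.81 (0.56 to 1.15), whose interval includes no change. Dividing by the library total moved the median to -0.395. TMM normalization moved it the other way, to -0.202, with 29 transcripts falling and 12 rising. Flagellar transcripts of an operon do not vary independently, so the permutation test can overstate the evidence for this small shift. From its own list the paper reasons that the loss of RNase R also appeared to affect flagellum assembly.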

Similarly to RNase II mutant, RNase R mutant also appeared to affect the expression of transcripts involved in flagellum assembly.

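For ∆*pnp*, edgeR's exact test with a blind dispersion gave 23 differentially expressed transcripts among the 4065 tested in the deposited reads, with 10 up-regulated and 13 down-regulated (no replicates). Of these, 21 are in the paper's Table S3. The largest fall was that of *malK*, from 2793 reads in the wild-type to 25 in ∆*pnp*, a fold change of 0.0090 (95% exact interval 0.0058 to 0.0132, edgeR adjusted p = 0.00054). The transcripts *lamB*, *malE* and *malG* fell to fold changes of 0.019, 0.019 and 0.043, and *ynaE* went from 61 reads to 2. The largest rises were those of *cadB*, which had no reads in the wild-type and 125 in ∆*pnp*, and of the tRNA *leuX*, which went from 23 reads to 1274, a fold change of 55.4 (36.7 to 87.7, adjusted p = 0.0011). The *fim* transcripts *fimD*, *fimG* and *fimC* rose 24.2, 22.7 and 21.2 times. Replacing the blind estimate by a fixed biological coefficient of variation of 0.2 raised the number to 462.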

As for the PNPase mutant there were 226 differentially expressed transcripts (Additional file 1: Table S3). Therefore PNPase is the exoribonuclease that significantly affects more transcripts as already anticipated from the MA scatterplots analysis (Figure 1). 

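The ranking of the mutants by the number of differentially expressed transcripts depended on the dispersion used in edgeR's exact test (no replicates). With a dispersion estimated blind from each pair, the numbers were 39 in ∆*rnb*, 34 in ∆*rnr* and 23 in ∆*pnp*. The blind estimate rises with the spread of M, and the median biological coefficient of variation it assigned was 0.213 in ∆*rnb*, 0.350 in ∆*rnr* and 0.408 in ∆*pnp*. With the same fixed coefficient for every pair, ∆*pnp* had the most transcripts, with 462 against 249 in ∆*rnr* and 62 in ∆*rnb* at a coefficient of 0.2, and 37, 30 and 1 at a coefficient of 0.4. With a blind dispersion from all 4 samples together the numbers were 18 in ∆*pnp*, 8 in ∆*rnr* and 1 in ∆*rnb*. A coefficient of 0.1, which was chosen after seeing the data, gave 1325, 927 and 239. In ∆*rnb* the transcript called at a coefficient of 0.4, and with the dispersion from all 4 samples, was the deleted gene *rnb* itself. The paper concludes from its lists, and from the spread of M in Figure 1, that PNPase is the exoribonuclease that affects the most transcripts.

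**Figure D2:**
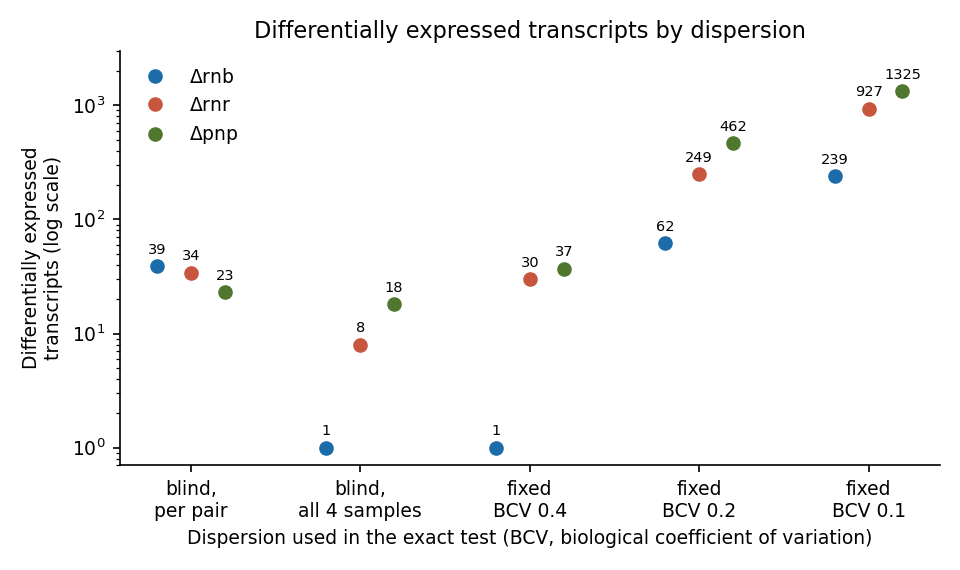
Number of differentially expressed transcripts (log scale) in each mutant against the wild-type, by the dispersion used in edgeR's exact test, with 1 sample per strain. BCV is the biological coefficient of variation. The transcript called in ∆*rnb* at BCV 0.4, and with the blind dispersion from all 4 samples, is the deleted gene *rnb* itself. ∆*rnb* has the most transcripts only with the blind dispersion per pair (39), and ∆*pnp* has the most in the other settings.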

We clustered these transcripts into functional categories like carbohydrate transport and cellular respiration (Figure 2C). However, even though PNPase affects more transcripts, the number of transcripts grouped into the different functional categories was low, indicating that PNPase affects many different pathways in the cell but does not affect many transcripts of each pathway. 

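Of the 47 anaerobic respiration transcripts, 8 are in the paper's list for ∆*pnp*, 11 in that for ∆*rnb* and 32 in that for ∆*rnr*. Of the 41 flagellar transcripts, 7 are listed for ∆*pnp*, 30 for ∆*rnb* and 2 for ∆*rnr*. In the deposited reads the 23 transcripts that passed edgeR's test in ∆*pnp* included 2 anaerobic respiration transcripts and no flagellar transcript (no replicates). Under a fixed biological coefficient of variation of 0.2, 9 anaerobic respiration and 16 flagellar transcripts were among the 462 that passed. From the small number of transcripts in each category the paper reasons that PNPase acts on many pathways without affecting many transcripts of each.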

A striking difference between ∆*pnp* mutant, ∆*rnb* and ∆*rnr* mutants was the fact that many of the differentially expressed transcripts in ∆*pnp* mutant were stable RNAs (tRNAs, rRNAs and sRNAs). 

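Of the transcripts that passed edgeR's test in the deposited reads, rRNAs, tRNAs and small RNAs made up 2 of 23 in ∆*pnp*, 3 of 39 in ∆*rnb* and 1 of 34 in ∆*rnr* (no replicates). The 2 in ∆*pnp* were the tRNA *leuX* and the small RNA *rydB*. With a fixed biological coefficient of variation of 0.2, 74 stable RNAs passed in ∆*pnp*, 16.0% of the transcripts that passed there, against 7 (11.3%) in ∆*rnb* and 14 (5.6%) in ∆*rnr*. Of the 74, 52 were tRNAs, 21 were small RNAs and 1 was an rRNA, and 65 were up-regulated. The share of stable RNAs was also highest in ∆*pnp* with a coefficient of 0.4, at 21.6% against 0% in ∆*rnb* and ∆*rnr*. With a coefficient of 0.1, chosen after seeing the data, it was highest in ∆*rnb*, at 17.2%, against 8.6% in ∆*pnp* and 7.4% in ∆*rnr*. At the coefficient of 0.4 only *rnb* itself was called in ∆*rnb*, so the share of 0% there carries no information. From the number of stable RNAs in its list for ∆*pnp* the paper draws its contrast with the other two mutants.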

Although in ∆*rnb* and ∆*rnr* these classes of RNAs were also present, they were only a minority. The total number of stable RNAs differentially expressed in ∆*rnb* was 11, in ∆*rnr* was 13 while in the ∆*pnp* there were 53 (Additional file 1: Table S1, S2 and S3). 

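The files hold 22 rRNA and 86 tRNA genes and 62 of the 113 small RNA genes in the list used to classify transcripts, so the counts of small RNAs are lower bounds. Of the stable RNAs in the paper's lists, 10 of 11 are in the files for ∆*rnb*, 13 of 13 for ∆*rnr* and 55 of 55 for ∆*pnp*, where the lists were classified by their own descriptions. By deposited reads, 46 of those 55 rose in ∆*pnp* and 9 fell. The test of differential expression with a blind dispersion passed 3 stable RNAs in ∆*rnb*, 1 in ∆*rnr* and 2 in ∆*pnp* (edgeR, no replicates). Among the settings planned in advance the count for ∆*pnp* moved most, to 74 with a fixed biological coefficient of variation of 0.2 and to 1 with an adjusted p under 0.01.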

These results were in accordance with other studies that demonstrated that PNPase has a major role in the regulation of small RNAs [33,37,38].

Comparing the ∆*pnp*, ∆*rnb* and ∆*rnr* differentially expressed transcripts, we observed that there was an overlap in the functional categories of the three exoribonucleases (Figure 2). 

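Among the 47 anaerobic respiration transcripts, 41 had fewer reads in ∆*rnb* than in the wild-type and 29 had fewer reads in ∆*pnp*, while 44 had more reads in ∆*rnr* (no replicates). In edgeR's test with a blind dispersion 18 of them passed in ∆*rnr*, 1 in ∆*rnb* and 2 in ∆*pnp*. The transcript that passed in ∆*rnb* was *glpA*, with 131 reads in the wild-type and 15 in ∆*rnb* (adjusted p = 0.0019), and those in ∆*pnp* were *narG*, with 832 and 65 reads (adjusted p = 0.034), and *narK*, with 312 and 17 (adjusted p = 0.0053). A fixed biological coefficient of variation of 0.2 passed 36 in ∆*rnr*, 2 in ∆*rnb* and 9 in ∆*pnp*. From its own lists the paper reasons that the loss of any of the 3 appeared to affect anaerobic respiration, with more such transcripts in ∆*rnr*.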

The deletion of any of the exoribonucleases appeared to affect transcripts related to the anaerobic respiration pathway, although deletion of RNase R affected more transcripts involved in anaerobic respiration than deletion of RNase II or PNPase. In the ∆*rnb* and ∆*pnp* mutants the transcripts of the anaerobic respiration were down-regulated in contrast to what happened in the ∆*rnr* mutant (Additional file 1: Tables S1, S2 and S3). 

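The median log2 fold change of the 47 anaerobic respiration transcripts was 2.739 in ∆*rnr*, a fold change of 6.68, with quartiles of 1.573 and 3.527. It was -0.819 in ∆*rnb* and -0.227 in ∆*pnp*, which are fold changes of 0.567 and 0.854 (no replicates). Random sets of transcripts with similar wild-type reads gave 95% ranges of -0.225 to 0.212 in ∆*rnr*, -0.355 to -0.025 in ∆*rnb* and 0 to 0.554 in ∆*pnp*. The permutation p over transcripts was 1e-05 in ∆*rnr* and in ∆*rnb*, the smallest possible, and 0.00052 in ∆*pnp*, where 18 of the transcripts rose. In ∆*pnp* the median was the most sensitive to the filter on low reads and was -0.616 when at least 10 reads were required in both samples. All 11 of these transcripts in the paper's list for ∆*rnb* and all 8 in the list for ∆*pnp* are listed as down-regulated, and all 32 in the list for ∆*rnr* as up-regulated. From these opposite directions the paper draws its contrast between ∆*rnr* and the other two mutants.

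**Figure D3:**
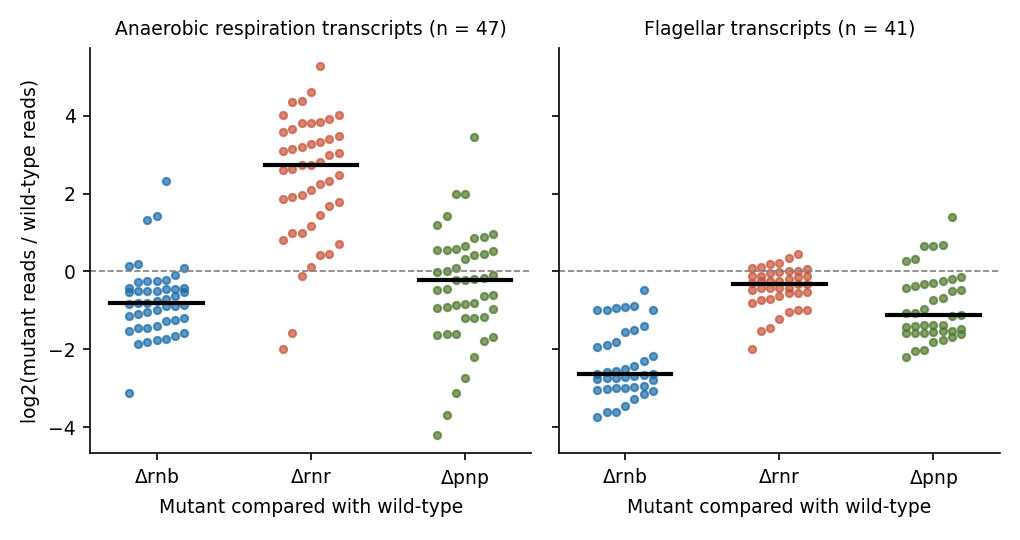
Log2 of mutant reads over wild-type reads for the 47 anaerobic respiration transcripts (left) and the 41 flagellar transcripts (right) in each mutant, with 1 sample per strain. Each point is a transcript with reads in both samples and each bar is the median. The anaerobic respiration transcripts have a median of 2.739 in ∆*rnr* and -0.819 in ∆*rnb*, and the flagellar transcripts have a median of -2.632 in ∆*rnb*.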

Another functional category in which there was an overlap was the flagellum assembly and motility. 

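Flagellar transcripts with fewer reads than in the wild-type numbered 41 of 41 in ∆*rnb*, 35 of 41 in ∆*pnp* and 32 of 41 in ∆*rnr* (no replicates). Every mutant was compared with the same wild-type sample, so these falls are not independent observations. A wild-type culture with unusually many flagellar reads would lower the set in every mutant. Their median fold change was 0.161 in ∆*rnb*, 0.462 in ∆*pnp* and 0.806 in ∆*rnr*. The permutation p against random sets with similar wild-type reads was 1e-05 in ∆*rnb* and ∆*pnp*, the smallest possible, and 0.0089 in ∆*rnr*. Those that passed edgeR's test with the blind dispersion numbered 20 in ∆*rnb* and none in ∆*rnr* or ∆*pnp*. In ∆*pnp* the median log2 fold change of -1.115 moved to -1.363 when at least 10 reads were required in both samples. The ∆*pnp* list of the paper holds 7 flagellar transcripts, the ∆*rnb* list 30 and the ∆*rnr* list 2. From the numbers of these transcripts in its lists the paper reasons that the loss of RNase II seemed to have the strongest effect on this pathway.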

In all the mutants the differentially expressed transcripts from the flagellum assembly pathway were down-regulated, but deletion of RNase II seemed to have a much higher impact than the deletion of RNase R or PNPase (Additional file 1: Tables S1, S2 and S3). These results suggest that all the exoribonucleases might have an important role in cell motility.

### Overlap between the exoribonucleases

Exoribonucleases can show some specificity and even compete among themselves for access to the same RNA substrate. To determine exactly how extensive is the overlap we compared the differentially expressed transcripts from the three exoribonuclease mutants to determine which were affected only by one of the exoribonucleases and those that were affected by more than one exoribonuclease (Figure 3). 

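A total of 91 transcripts in the deposited reads were differentially expressed in at least 1 mutant by edgeR's exact test with a blind dispersion, and none in all 3 (no replicates). A fixed biological coefficient of variation of 0.2 gave 669 in at least 1 mutant and 10 in all 3. Of the 29 transcripts that the paper's lists share, 28 are in the files. Of those 28, 4 had more reads than the wild-type in every mutant and 5 had fewer in every mutant. Every mutant was compared with the same wild-type sample, so changes shared between mutants are not independent observations.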

From the total 484 transcripts that were being differentially expressed by the three exoribonucleases, only 29 transcripts are common to the three exoribonucleases (Figure 3). 

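By edgeR's test with a blind dispersion, ∆*rnb* and ∆*pnp* alone shared 2 transcripts, *ilvC* and *ynaE*, ∆*rnr* and ∆*pnp* alone shared 2, *narG* and *narK*, and ∆*rnb* and ∆*rnr* alone shared 1, *glpA* (no replicates). The reads of *narG* and *narK* rose in ∆*rnr*, with fold changes of 15.1 and 10.6. In ∆*pnp* they fell, with fold changes of 0.078 and 0.054. The reads of *ilvC* and *ynaE* fell in both ∆*rnb* and ∆*pnp*, and those of *glpA* fell in ∆*rnb* and rose in ∆*rnr*. Overlaps of this size cannot rank the pairs, and the overlaps count transcripts whatever their direction. The planned setting that moved the overlaps most was a fixed biological coefficient of variation of 0.2, under which 54 transcripts were shared by ∆*rnr* and ∆*pnp* alone, 29 by ∆*rnb* and ∆*pnp* alone and 1 by ∆*rnb* and ∆*rnr* alone. In that setting ∆*pnp* had the longest list and ∆*rnb* the shortest, which limits how many transcripts ∆*rnb* can share. From the larger overlaps of PNPase with each of the other enzymes the paper draws its contrast with the kinship of RNase II and RNase R.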

RNase II and RNase R belong to the same family of enzymes and have very similar catalytic characteristics [11], therefore it was interesting to notice that PNPase shares more transcripts with RNase II (38 transcripts) and RNase R (23 transcripts) than RNase II shares with RNase R (only 12 transcripts). 

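Of the 40 transcripts that the paper lists for both ∆*rnb* and ∆*rnr* and that are in the files, 25 had fewer reads in ∆*rnb* and more in ∆*rnr* than the wild-type, which is 62.5% (95% Wilson interval 47.0 to 75.8), and 9 had fewer reads in both (no replicates). Among all transcripts that the paper lists as down-regulated in ∆*rnb*, 151 had fewer reads in ∆*rnb* in the files. Of these, 61 had more reads in ∆*rnr* (40.4%, 32.9 to 48.4) and 89 had fewer. Over all 2859 transcripts with fewer reads in ∆*rnb*, 1088 had more reads in ∆*rnr* (38.1%, 36.3 to 39.8), and this share was 47.3% with TMM normalization. With unique reads 65.0% of the shared transcripts fell in ∆*rnb* and rose in ∆*rnr*. Both mutants were compared with the same wild-type sample, which by itself favors changes in the same direction. The comparison of shared transcripts was added after the data were seen.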

Moreover most of the transcripts that were down-regulated in the ∆*rnb* mutant were up-regulated in the ∆*rnr* mutant. 

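The *nirB* gene lies at bases 3494011 to 3496554 of the genome used in the files. It had 509 reads in the wild-type, 187 in ∆*rnb*, 4677 in ∆*rnr* and 167 in ∆*pnp* (no replicates). The fold changes were 0.37 in ∆*rnb* (95% exact interval 0.31 to 0.44), 9.19 in ∆*rnr* (8.38 to 10.09) and 0.33 in ∆*pnp* (0.27 to 0.39). By edgeR's test with a blind dispersion the adjusted p was 0.19 in ∆*rnb*, 0.031 in ∆*rnr* and 0.90 in ∆*pnp*. With library totals in place of TMM normalization the log2 fold change in ∆*rnr* was 3.12 and its adjusted p was 0.085.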

For example, *nir*B (Nitrite reductase [NAD(P)H] large subunit) is down-regulated in ∆*rnb* with a fold-change of 0.36 while in the ∆*rnr* mutant nirB is up-regulated with a fold-change of 9.11 (Additional file 1: Table S1 and S2). The 29 transcripts that were common to the three exoribonucleases are from very distinct functional categories but it appears that most are involved in transport. 

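The 29 transcripts in all 3 of the paper's lists include *lamB*, *malE*, *malF*, *malG*, *malK*, *malM* and *malP* of the maltose system. Of these, *malK*, which encodes the ATP-binding protein of maltose import, had 2793 reads in the wild-type, 1192 in ∆*rnb*, 7907 in ∆*rnr* and 25 in ∆*pnp*. Its fold changes were 0.43 (95% exact interval 0.40 to 0.46), 2.83 (2.71 to 2.96) and 0.0090 (0.0058 to 0.0132). The maltoporin transcript *lamB* had 2781, 1170, 7806 and 52 reads, and *malE*, for the maltose-binding protein, had 2189, 927, 6490 and 41 (no replicates). In ∆*pnp* these 3 transcripts passed edgeR's test with a blind dispersion, with adjusted p of 0.00054, 0.0036 and 0.0033. In ∆*rnb* and ∆*rnr* they did not, with adjusted p between 0.43 and 0.98. Of the 28 shared transcripts in the files, 23 had fewer reads in ∆*rnb*, 23 had more reads in ∆*rnr* and 23 had fewer reads in ∆*pnp*. The paper reasons that most of the shared transcripts appear to take part in transport.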

These results show that although the three exoribonucleases have overlapping roles in the cell, the number of transcripts significantly affected by the three exoribonucleases is not so relevant.

**Figure 3:**
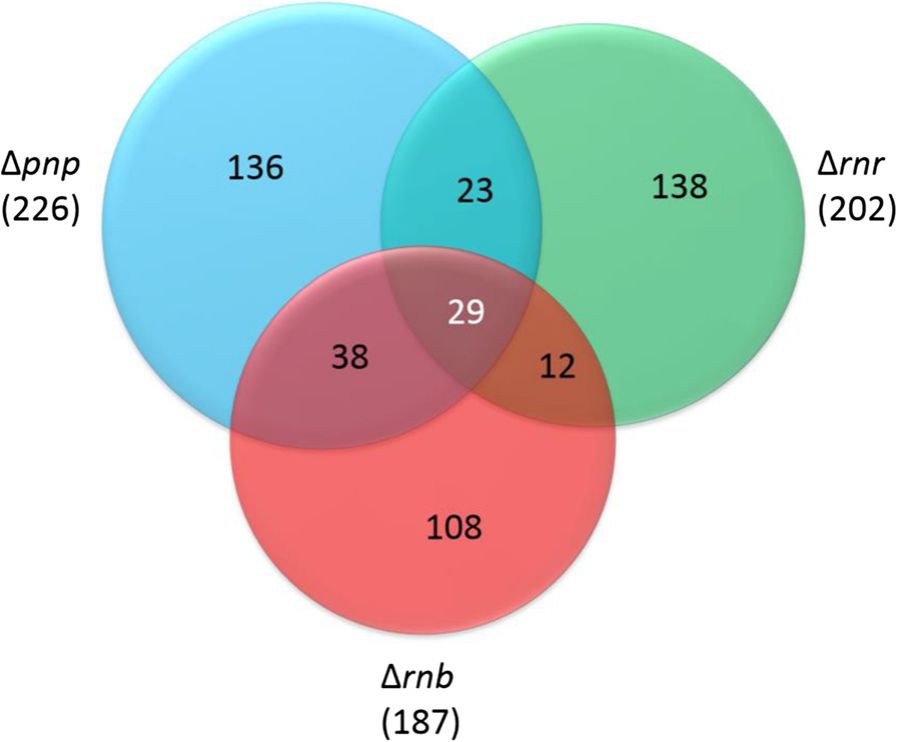
**Overlap between the exoribonucleases.** Venn diagram comparing the number of transcripts that are differentially expressed in each of the three exoribonucleases. A total of 484 transcripts are differentially expressed by the three exoribonucleases. Of those 226 are affected by PNPase, 187 are affected by RNase II and 202 are affected by RNase R. Only 29 transcripts are affected by all exoribonucleases.

### Deletion of exoribonucleases impairs cell motility

Our RNA-Seq data suggested that cell motility was significantly affected by the deletion of the exoribonucleases. To verify if in fact the motility of the cells was being affected we performed motility assays and compared the swimming capacity of wild-type cells with the mutants for the different exoribonucleases. We used square plates and inoculated in the same plate the wild-type and one of the mutants. As expected after the RNA-Seq analysis all the exoribonucleases deletion significantly impaired cell motility (Figure 4). Moreover, as suggested by the RNA-Seq data, the RNase R mutant showed a slightly higher swimming ability then the RNase II and PNPase mutants. A previous study had already determined that a *pnp* mutation decreased the motility of the foodborne pathogen *Campylobacter jejuni* [26]. Similarly, the deletion of RNase R in *Aeromonas hydrophila* was reported to reduce these pathogen motility [25]. Both PNPase and RNase R are known to have important roles in virulence of several pathogenic bacteria [1], therefore it was quite interesting that these exoribonucleases affected cell motility since the cell ability to move is of great importance for infection. Interestingly, although RNase II greatly affects cell motility, it has never be found to have any role in virulence. These results prove that RNA-Seq data can be extremely important for finding new roles for the exoribonucleases.

**Figure 4:**
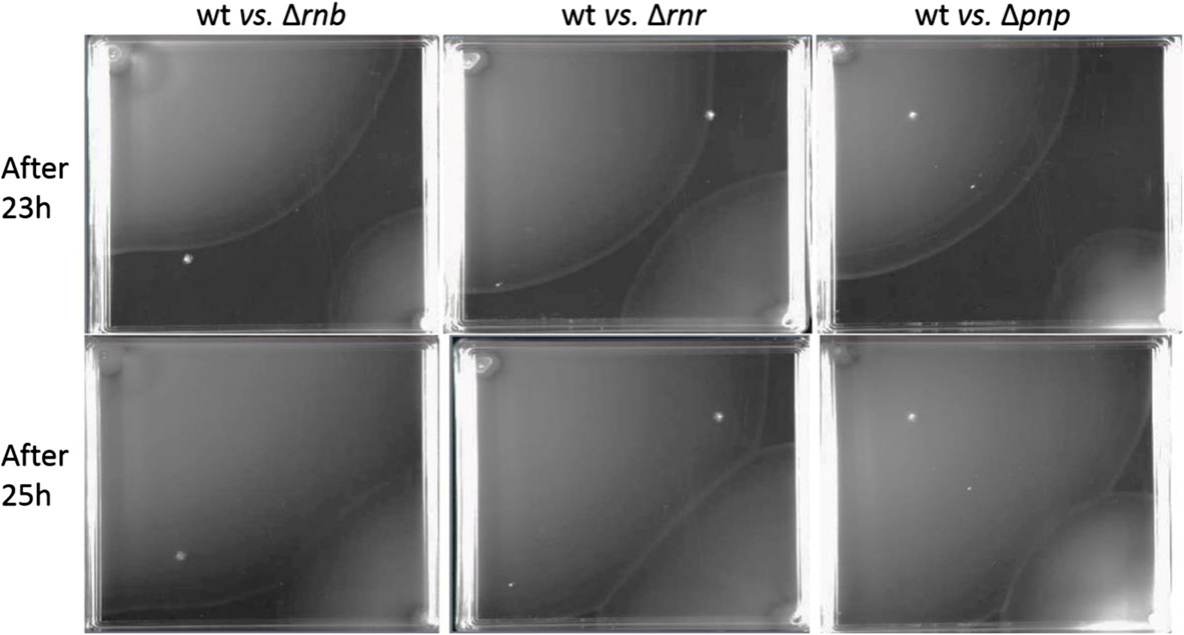
**Deletion of exoribonucleases impairs cell motility.** Swimming ability was assessed on LB agar containing 0.25% agar. Strains were inoculated into the swimming media and incubated at 37°C. Pictures were taken regularly to monitor the increase of the swimming halo, here we are only showing the pictures taken after 23 h and 25 h of inoculation. The upper left corner of the plate was inoculated with wild-type cells and the bottom right corner was inoculated with either ∆*rnb*, ∆*rnr* or ∆*pnp* cells for better comparison between the wild-type and the different mutants.

### Exoribonucleases affect biofilm formation

When analysing more closely the lists of transcripts that were being differentially expressed in the different mutants, we found that both RNase II and PNPase affected antigen-43 expression that, as mentioned previously, is known to promote aggregation of the cells and impair motility [36]. 

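The reads of *flu*, which encodes antigen-43, rose in ∆*rnb* and in ∆*pnp* but not detectably in ∆*rnr*. It had 236 reads in the wild-type, 2432 in ∆*rnb*, 1826 in ∆*pnp* and 252 in ∆*rnr* (no replicates). The fold change in ∆*pnp* was 7.74 (95% exact interval 6.75 to 8.90), and that in ∆*rnr* was 1.07 (0.89 to 1.28), whose interval includes no change. The edgeR adjusted p with a blind dispersion was 2.7e-11 in ∆*rnb*, 0.45 in ∆*pnp* and 1 in ∆*rnr*. The change in ∆*pnp* depended most on the dispersion, and with a fixed biological coefficient of variation of 0.2 its log2 fold change of 2.95 had an adjusted p of 2.7e-08.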

Antigen-43 has also been found to affect biofilm formation in *E. coli* [39]. 

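A list of 30 biofilm-related transcripts was written before the files were opened, and 29 of them are in the files. The paper's lists hold 3 of them for ∆*rnb* (*bsmA*, *bssS* and *flu*), 2 for ∆*rnr* (*bsmA* and *bssR*) and 14 for ∆*pnp*. In the deposited reads 1 passed edgeR's test with a blind dispersion in ∆*rnb*, none in ∆*rnr* and 6 in ∆*pnp*, all 6 of them *fim* transcripts (no replicates). These numbers became 1, 2 and 14 when the biological coefficient of variation was fixed at 0.2. The reads of *bssS* went from 207 to 67 in ∆*rnb*, a fold change of 0.32 (95% exact interval 0.24 to 0.43, edgeR adjusted p = 0.29), and were 198 in ∆*rnr* and 148 in ∆*pnp*.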

We also found that there were other biofilm related transcripts being affected by the exoribonuclease deletion besides the antigen-43 (Additional file 1: Tables S1, S2 and S3). Because biofilm formation is inversely correlated with cell motility we hypothesized that the motility impairment could be an indirect effect due to an increase in biofilm formation. We have performed biofilm formation assays to determine if the exoribonucleases mutants did affect the biofilm formation. The RNA-Seq data analysis indicated that RNase II and RNase R mutants were probably able to form more biofilms than the wild-type, and our experimental results confirmed this fact (Figure 5). Surprisingly the PNPase mutant did not formed biofilms. This result was initially unexpected because several transcripts related with biofilm formation were significantly affected in the ∆*pnp* mutant (Additional file 1: Table S3). 

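Of the 14 biofilm-related transcripts in the paper's list for ∆*pnp*, 11 had more reads than in the wild-type and 3 had fewer (no replicates). The largest rises were those of *fimD*, *fimG* and *fimC*, with fold changes of 24.2 (95% exact interval 19.7 to 30.1), 22.7 (11.7 to 50.3) and 21.2 (15.6 to 29.5), and *flu* had a fold change of 7.74 (6.75 to 8.90). Those with fewer reads were *bssR*, *omrA* and *omrB*. By edgeR's test 6 of the 14 passed with a blind dispersion, and 13 passed with a fixed biological coefficient of variation of 0.2. The paper calls the lack of biofilm in ∆*pnp* unexpected at first, since several biofilm-related transcripts in its list were affected.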

Similarly ∆*pnp* mutant in *Salmonella* also formed less biofilms then the wild-type control [40]. When analysing more closely our RNA-Seq data we could also find some evidences, corroborating our results for the lack of biofilm formation in the ∆*pnp* mutant. For example, the *bss*R gene that is known to be induced during biofilm formation [41] is significantly down-regulated in the ∆*pnp* mutant. 

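The *bssR* gene lies at bases 878248 to 878631. It had 20 reads in the wild-type and 1 in ∆*pnp*, a fold change of 0.05 (95% exact interval 0.0012 to 0.31, no replicates). At this depth the size of the fall is poorly determined. The edgeR adjusted p was 0.32 with a blind dispersion, and with a fixed biological coefficient of variation of 0.2 the log2 fold change of -4.32 had an adjusted p of 0.0036. A pseudocount of 1 moved the log2 fold change to -3.39. The paper takes the lower level of this transcript as evidence that accounts for the lack of biofilm in ∆*pnp*.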

These results show how complex the biofilm formation pathway is and that the RNA-Seq data should be experimentally validated when we are predicting a phenotype.

**Figure 5:**
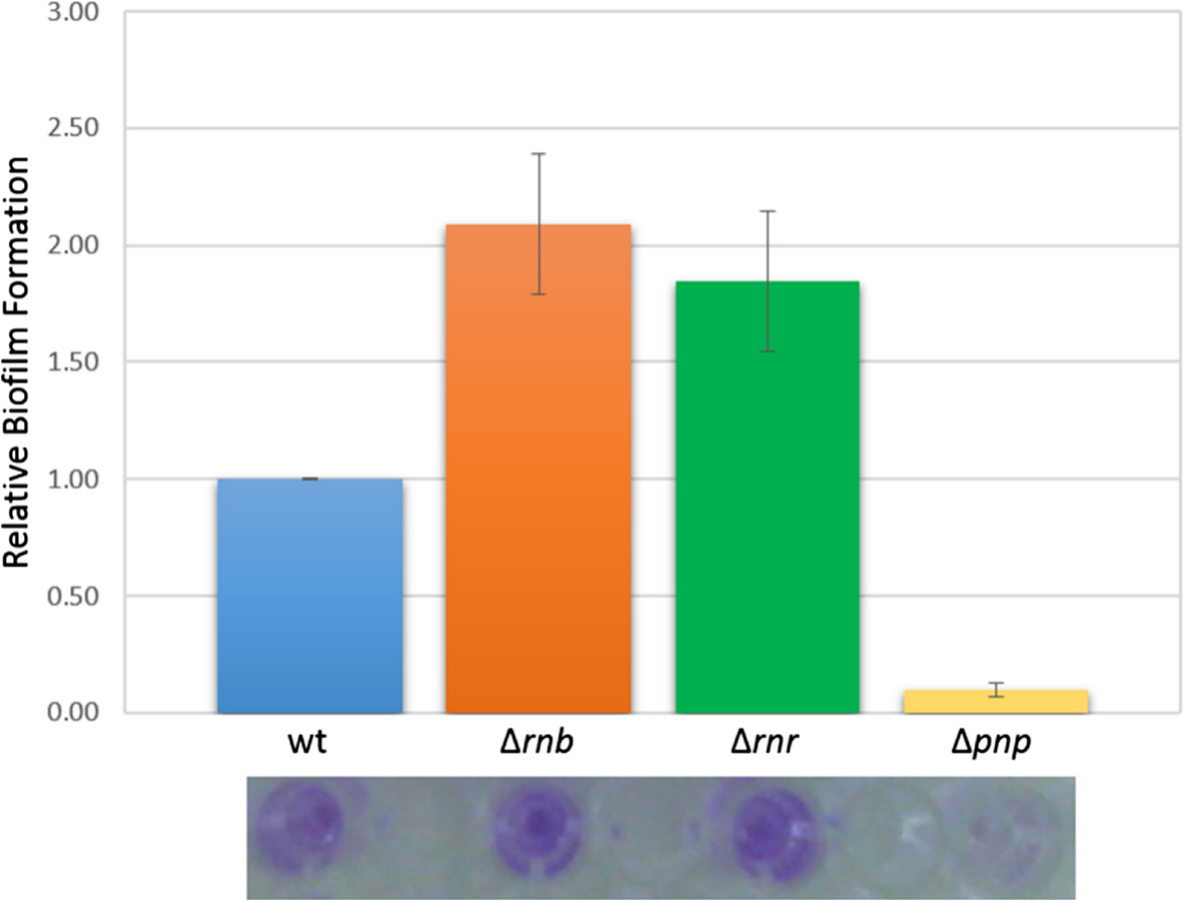
**Exoribonucleases affect biofilm formation.** Effect of the deletion of the exoribonuclease on biofilm production. The different strains (wt, ∆*rnb*, ∆*rnr* and ∆*pnp*) were inoculated into the wells of a fresh microtiter plate and left at 37°C for 24 h. The biofilms formation was measured by determining the OD_550_ after staining with crystal violet. The biofilm formation values were normalized with the OD_600_ of the cultures measured after the 24 h inoculation. The wild-type was used as reference and all other values were obtained by the formula: normalised OD (mutant)/normalised OD (wt). Error bars represent standard deviations.

### RNA-Seq data validation by qPCR

Although we already demonstrated that our RNA-Seq data correctly predicted that the exoribonuclease deletion affected the motility and biofilm formation, we still wanted to validate the fold change values that we obtained by RNA-Seq with quantitative real-time PCR (qPCR). We selected some biofilm and flagellum assembly related transcripts that were differentially expressed in at least one of the exoribonucleases mutant. We then determined the fold change of that transcript by qPCR and compared the values obtained with the RNA-Seq (Table 2). All the values that are above 1 correspond to up-regulated transcripts while the values below 1 correspond to down-regulated transcripts. Even though we are comparing the fold change of the transcripts using two different techniques the results are quite similar. 

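Only the RNA-Seq column of Table 2 can be computed from the files analysed here, because the qPCR values are not in them. For *flhC* the reads were 44 in the wild-type, 15 in ∆*rnb*, 16 in ∆*rnr* and 69 in ∆*pnp*, with fold changes of 0.34 (95% exact interval 0.18 to 0.62), 0.36 (0.19 to 0.66) and 1.57 (1.06 to 2.34). For *flgJ* they were 72, 16, 58 and 28, with fold changes of 0.22 (0.12 to 0.39), 0.81 (0.56 to 1.15) and 0.39 (0.24 to 0.61). For *fliH* they were 141, 21, 101 and 44, with fold changes of 0.15 (0.09 to 0.24), 0.72 (0.55 to 0.93) and 0.31 (0.22 to 0.44). For *fliA* they were 81, 21, 49 and 63, with fold changes of 0.26 (0.15 to 0.42), 0.60 (0.42 to 0.87) and 0.78 (0.55 to 1.09). Of these 12 fold changes only that of *fliH* in ∆*rnb* passed edgeR's test with a blind dispersion (adjusted p = 0.0052, no replicates). Fixing the biological coefficient of variation at 0.2 added *flgJ* in ∆*rnb* (adjusted p = 0.034) and *fliH* in ∆*pnp* (adjusted p = 0.0046). The reference transcript of the qPCR, *cysG*, had 297 reads in the wild-type, 261 in ∆*rnb*, 816 in ∆*rnr* and 326 in ∆*pnp*. From the closeness of both columns the paper concludes that the techniques give similar results.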

For example, the antigen-43 (Ag43) RNA-Seq fold change for the ∆*rnb*, ∆*rnr* and ∆*pnp* mutants was respectively 10.3, 1.1 and 7.8 while the qPCR fold change for the ∆*rnb*, ∆*rnr* and ∆*pnp* mutants was respectively 12.9, 1.2 and 11.2. 

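From the deposited reads the fold change of *flu* was 10.31 in ∆*rnb* (95% exact interval 9.01 to 11.83), 1.07 in ∆*rnr* (0.89 to 1.28) and 7.74 in ∆*pnp* (6.75 to 8.90), with 236 reads in the wild-type (no replicates). Scaling the samples moved these values little, and with TMM normalization the log2 fold changes were 3.53 in ∆*rnb*, 0.20 in ∆*rnr* and 2.82 in ∆*pnp*.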

These results experimentally validated the RNA-Seq data.

**Table 2:** **Comparison between the values for fold change of some genes using RNA-Seq and qPCR**

**Transcript**	**Mutant**	**RNA-Seq** ^**1**^	**qPCR** ^**1**^
**Ag43 (** ***flu*** **)**	Δ*rnb*	10.3	12.9
	Δ*rnr*	1.1	1.2
	Δ*pnp*	7.8	11.2
**bssR**	Δ*rnb*	0.6	0.6
	Δ*rnr*	5.7	1.6
	Δ*pnp*	0.2	0.4
**flhC**	Δ*rnb*	0.4	0.8
	Δ*rnr*	0.3	0.4
	Δ*pnp*	1.4	2.6
**flgJ**	Δ*rnb*	0.2	0.4
	Δ*rnr*	0.9	0.6
	Δ*pnp*	0.4	0.6
**fliH**	Δ*rnb*	0.2	0.2
	Δ*rnr*	0.8	0.5
	Δ*pnp*	0.3	0.6
**fliA**	Δ*rnb*	0.2	0.2
	Δ*rnr*	0.7	0.6
	Δ*pnp*	0.9	0.8

^1^Fold Changes were calculated as the ratio of mutant to WT. Values above 1 correspond to up-regulated transcripts while values below 1 correspond to down-regulated transcripts.

## Discussion

Our work demonstrated that the deletion of each of the different exoribonucleases has wide-ranging effects on the transcriptome. In this study it was shown that RNase II deletion significantly affected the expression of 187 transcripts while RNase R deletion affected 202 transcripts and PNPase deletion affected 226 transcripts (Additional file 1: Table S1, S2 and S3). Although RNase R is a member of the RNase II family, the two hydrolytic exoribonucleases are very different enzymes. The main difference is that RNase R is able to easily degrade structured RNAs while RNase II activity is blocked by secondary structures [3,4,42]. The differences between these two enzymes are more evident when comparing the transcripts affected by the deletion of RNase II or RNase R (Additional file 1: Table S1 and S2). 

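EdgeR's test passed 72 transcripts with a blind dispersion in ∆*rnb* or ∆*rnr*, and 1 of them, *glpA*, passed in both (no replicates). Fixed at 0.2, the biological coefficient of variation gave 300 in either mutant and 11 in both, and fixed at 0.4 it gave 31 and none. The paper takes the small overlap between the lists as evidence that RNase II and RNase R act on different transcripts.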

Of the 389 transcripts affected by RNase II and RNase R only 41 transcripts are affected by both of them (Figure 3). However, most of these transcripts are down-regulated in the ∆*rnb* mutant but up-regulated in the ∆*rnr* mutant. 

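The only transcript that passed edgeR's test with a blind dispersion in both mutants, *glpA*, had 131 reads in the wild-type, 15 in ∆*rnb* and 1454 in ∆*rnr* (no replicates). Its fold changes were 0.11 in ∆*rnb* (adjusted p = 0.0019) and 11.1 in ∆*rnr* (adjusted p = 0.019). Of the 11 transcripts shared under a fixed biological coefficient of variation of 0.2, 3 fell in ∆*rnb* and rose in ∆*rnr*. Of the 40 transcripts shared by the paper's own lists, 34 had fewer reads in ∆*rnb* and 31 had more reads in ∆*rnr*. Both held for 25 of them, and TMM normalization left that number unchanged. From the opposite directions in its lists the paper reasons that RNase II and RNase R may have distinct roles.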

This might indicate that RNase II and RNase R have very distinct roles in the cell. Surprisingly there is a higher overlap in the transcripts affected by PNPase and RNase II or PNPase and RNase R than the overlap between RNase II and RNase R (Figure 3). In fact from the 226 transcripts significantly affected in the PNPase mutant 52 transcripts are also affected in the RNase R mutant and 67 are also affected in the RNase II mutant (Figure 3). 

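Of the transcripts that passed edgeR's test with a blind dispersion in ∆*pnp*, *ilvC* and *ynaE* also passed in ∆*rnb* and fell in both (no replicates). The transcripts *narG* and *narK* also passed in ∆*rnr*, where they rose, while they fell in ∆*pnp*. The overlaps below count transcripts whatever their direction. When the biological coefficient of variation was fixed at 0.2, 39 of the 462 also passed in ∆*rnb* and 64 in ∆*rnr*, while ∆*rnb* and ∆*rnr* shared 11.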

These results suggest that PNPase role in the cell overlaps with the role of RNase II and RNase R at a higher extent than the role of RNase II overlaps with the role of RNase R. This is supported by the fact that the double mutant ∆*rnb* ∆*pnp* and ∆*rnr* ∆*pnp* are not viable [16,43,44] while the double mutant ∆*rnb* ∆*rnr* is viable. From the 484 transcripts affected by all exoribonucleases there are only 29 transcripts that are affected in all the exoribonuclease mutants. Although the overlap in the transcripts is not so high the overlap of the functional categories affected by each mutant is more significant (Figure 2).

Interestingly, the deletion of exoribonucleases caused a down-regulation of a high percentage of transcripts (Table 1). This is at first unexpected since the removal of an exoribonuclease should lead to the stabilization and consequently up-regulation of transcripts. Although it has been reported that in some cases an exoribonuclease can protect transcripts from degradation [8,31,33], it is unlikely that all the transcripts down-regulated in the exoribonuclease mutants are a result from such a protection effect. It is plausible that some down-regulated transcripts observed in the exoribonuclease mutants can be due to indirect effect of the deletion of the RNase II, RNase R or PNPase. In 2003, Mohanty and Kushner using microarrays had already described that a high percentage (31%) of *E. coli* mRNAs were decreased in the absence of RNase II [31].

Although many of the up-regulated transcripts can be substrates for the exoribonucleases, it is also possible that some of these transcripts are up-regulated because of an indirect effect of the exoribonucleases. Some transcription factors, for example FliA (σ^28^), are differentially expressed in the exoribonuclease mutants when compared to the wild-type cells (Additional file 1: Table S1, S2 and S3), so transcription could be responsible for some indirect effects of the exoribonucleases in the transcriptome. Moreover, the exoribonucleases and more specifically PNPase can affect the expression of small RNAs [33,37,38] and therefore indirectly affect the expression of their respective targets. Altogether it is important to consider these results as global effects of the exoribonucleases on the cell transcriptome, and not only as direct effects of these enzymes in the transcripts.

All three exoribonucleases affected transcripts from the functional category of flagellum assembly (Figure 2). Most of those transcripts are down-regulated suggesting that the exoribonuclease mutants may present motility deficiencies. In fact, these was what we observed with the motility assays (Figure 4). We have compared our RNA-Seq data with a study of global genomic (microarrays) performed years ago for the RNase II and PNPase mutants [31]. Interestingly, we have observed that most of the flagellum assembly transcripts were also down-regulated [31]. Another study had already showed that the deletion of the RNase R did reduce the motility of the pathogen *Aeromonas hydrophila* [25]. An important transcript that is down-regulated in all three exoribonuclease mutants is the sigma factor fliA. 

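The *fliA* gene, which encodes a sigma factor for flagellar operons, lies at bases 2001070 to 2001789. It had 81 reads in the wild-type, 21 in ∆*rnb*, 49 in ∆*rnr* and 63 in ∆*pnp* (no replicates). The fold changes were 0.26 in ∆*rnb* (95% exact interval 0.15 to 0.42), 0.60 in ∆*rnr* (0.42 to 0.87) and 0.78 in ∆*pnp* (0.55 to 1.09), and the interval in ∆*pnp* includes no change. The edgeR adjusted p with a blind dispersion was 0.29 in ∆*rnb* and 1 in the other two mutants. With a fixed biological coefficient of variation of 0.2 it was 0.079 in ∆*rnb*, 0.67 in ∆*rnr* and 0.63 in ∆*pnp*. From the lower reads of *fliA* the paper reasons that weaker transcription by this sigma factor could explain the low motility.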

This sigma factor is responsible for initiation of transcription of a number of genes involved in motility and flagella synthesis [45,46]. The down-regulation of this transcript could explain the low motility of the exoribonuclease mutants. Curiously, the transcript which was found to be more up-regulated in the ∆*rnb* mutant with a fold change of 10.3 is antigen-43 (*flu*), a value that was further validated by qPCR (Table 2). Antigen-43 is an autotransporter protein that promotes aggregation, inhibits bacterial motility [36] and has also been linked with biofilm formation [39]. Antigen-43 was also significantly up-regulated in the ∆*pnp* mutant and slightly up-regulated in the ∆*rnr* mutant (Table 2). 

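In ∆*pnp* *flu* had 1826 reads against 236 in the wild-type, and in ∆*rnr* it had 252, and the counting interval of that ratio (0.89 to 1.28) includes no change. In both comparisons the edgeR adjusted p with a blind dispersion was above the threshold, at 0.45 in ∆*pnp* and 1 in ∆*rnr*, and with a fixed biological coefficient of variation of 0.2 it was 2.7e-08 in ∆*pnp* and 0.94 in ∆*rnr* (no replicates).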

This led us to the hypothesis that the global effects of exoribonucleases deletion on flagellum assembly could be a consequence of the high levels of antigen-43 which would promote biofilm formation. Additional experiments confirmed that the ∆*rnb* and ∆*rnr* mutants did in fact form more biofilms than the wild-type, but surprisingly the ∆*pnp* mutant did not form more biofilms than the wild-type (Figure 5). This was unexpected because in the PNPase deletion mutant several transcripts implied in biofilm formation, like Antigen-43 and the small RNAs *omr*A and *omr*B [39,47] were affected (Additional file 1: Table S3). 

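The small RNA genes *omrA* and *omrB* lie close together, at bases 2976102 to 2976189 and 2976304 to 2976385. The reads of *omrA* were 49 in the wild-type and 7 in ∆*pnp*, a fold change of 0.14 (95% exact interval 0.05 to 0.32), and those of *omrB* were 77 and 12, a fold change of 0.16 (0.08 to 0.29). In ∆*rnb* the fold changes were 0.92 and 0.65, and in ∆*rnr* they were 0.96 and 1.51. The edgeR adjusted p in ∆*pnp* was 0.43 for *omrA* and 0.28 for *omrB* with a blind dispersion (no replicates). With a fixed biological coefficient of variation of 0.2 it was 0.00068 and 8.8e-05. The paper takes the changes in antigen-43 and these small RNAs as reasons to anticipate an effect on biofilms in ∆*pnp*.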

A similar result had already been obtained in *Salmonella* were a ∆*pnp* mutant formed less biofilms than the wild-type [40]. Biofilm formation is very complex and there are many genetic alterations during this process [41]. 

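The reads of *bssR* were 20 in the wild-type, 107 in ∆*rnr* and 1 in ∆*pnp*. The fold change was 5.35 in ∆*rnr* (95% exact interval 3.3 to 9.1) and 0.05 in ∆*pnp* (0.0012 to 0.31, no replicates). By edgeR's test with a blind dispersion the adjusted p was 0.088 in ∆*rnr* and 0.32 in ∆*pnp*. Both passed with a fixed biological coefficient of variation of 0.2, where the log2 fold changes of 2.42 and -4.32 had adjusted p of 0.00015 and 0.0036.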

One gene that has been found to be induced during biofilm formation is *bss*R [41] and from our RNA-Seq data was found to be up-regulated in the ∆*rnr* mutant and is significantly down-regulated in the ∆*pnp* mutant (Table 2). 

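In ∆*rnb* *bssR* had 12 reads against 20 in the wild-type, a fold change of 0.60 (95% exact interval 0.27 to 1.29), and no change was detectable at this depth (edgeR adjusted p = 1, no replicates). TMM normalization moved the log2 fold change from -0.74 to -0.57.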

We were expecting that *bss*R would also be up-regulated in the ∆*rnb* mutant, however that is not the case. Still there might exist several other factors influencing the formation of biofilms in the absence of the exoribonucleases that need to be more carefully investigated.

In all exoribonuclease mutants there are also several transcripts from the anaerobic respiration functional category which were considerably affected (Figure 2). 

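Among the 33 transcripts up-regulated in ∆*rnr* by edgeR's test with a blind dispersion, 18 belong to the set of 47 anaerobic respiration transcripts (no replicates). The 5 largest rises with at least 50 reads in the higher sample were those of *tdcA*, *tdcB*, *glpC*, *dcuC* and *tdcC*, of which *glpC* belongs to that set. Its fold change was 38.6 (95% exact interval 22.8 to 71.2, adjusted p = 0.00081). With library totals in place of TMM normalization, 12 of the 20 up-regulated transcripts were anaerobic respiration transcripts. From the position of such transcripts at the top of its list the paper concludes that the strongest rises in ∆*rnr* belong to anaerobic respiration.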

In fact, the up-regulated transcripts with highest fold-change in the ∆*rnr* mutant can be clustered into this functional category. On the other hand the deletion of RNase II or PNPase leads to a down-regulation of these transcripts (Additional file 1: Table S1, S2 and S3). These result suggests that deletion of RNase II or PNPase can affect the cell respiratory processes but in a different mechanism than RNase R.

Previous studies demonstrated that PNPase and RNase R are involved in the processing and degradation of rRNAs and tRNAs [15,48]. Moreover, Mohanty and Kushner reported that RNase II and PNPase affected the majority of the ribosomal protein mRNAs [31]. In agreement, several of the differentially expressed transcripts in the three mutants were stable RNAs (rRNAs, tRNAs and sRNAs). PNPase is by far the most relevant exoribonuclease affecting 53 of these transcripts while RNase II only affects 11 stable RNAs and RNase R significantly affects 13 stable RNAs. 

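Taken as whole classes, tRNAs differed most in ∆*pnp*. Of the 84 tRNAs with reads in both samples, 74 rose in ∆*pnp*, 57 of them more than 1 log2 unit, and the median fold change was 3.38. In ∆*rnb* the median was 1.18 and in ∆*rnr* it was 1.31 (no replicates). The permutation p over transcripts against random sets with similar wild-type reads was 1e-05 in each mutant, the smallest possible. Many tRNA genes share near-identical sequences, and with unique reads, which leave 30 tRNAs for ∆*pnp*, the median fold change was 2.73. With unique reads it was 1.09 in ∆*rnb* (29 tRNAs, permutation p = 0.0018) and 1.12 in ∆*rnr* (30 tRNAs, permutation p = 0.093). The tRNA shift in ∆*rnr* was therefore not shown with unique reads. The median of the 56 small RNAs with reads was 1.52 in ∆*pnp*, 1.48 in ∆*rnr* and 0.80 in ∆*rnb*, and in ∆*pnp* 24 of them rose and 9 fell by more than 1 log2 unit. Summed over the copies of each rRNA, the fold changes in ∆*pnp*, ∆*rnb* and ∆*rnr* were 0.96, 1.07 and 1.28 for 23S, 1.33, 1.21 and 1.98 for 16S, and 1.91, 1.49 and 1.60 for 5S. The samples were depleted of rRNA before sequencing, so these sums also depend on that step. The tests of these classes were added after the data were seen. From the number of stable RNAs in its lists the paper concludes that PNPase has the largest role in their regulation.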

These results demonstrate that PNPase has a very important role in the regulation of these stable RNAs.

## Conclusions

In this work we demonstrate how global transcriptomic analyses can be important to discover new and relevant functions of the exoribonucleases. With the RNA-Seq approach we were able to collect a vast amount of information that considerably expanded our knowledge on the potential targets for the different exoribonucleases in *E. coli*. This work shows that although functional roles of the three exoribonucleases overlap, the number of transcripts affected and the way they are affected can be significantly different. Moreover, this work revealed that deletion of RNase II, RNase R and PNPase decreased the bacterial motility however, while RNase II and RNase R deletions increased the biofilm formation, PNPase deletion was found to significantly impair the cellular ability to form biofilms. These results are also important because arises other questions related to virulence. Motility and biofilm formation are important factors for cell survival and particularly for pathogenic cells. RNase R and PNPase had already been linked to virulence by affecting the motility of pathogenic bacteria [25,26]. Our results show that of all the exoribonucleases RNase II is the enzyme that more significantly affects motility and biofilm formation, therefore we should consider that RNase II might also have an important role in virulence although so far there are no studies associating RNase II with virulence.

## Methods

### Strains and growth conditions

*E. coli* K-12 strain MG1693 and its derivatives used in this work are listed in Table 3. Bacteria were grown at 37°C, with shaking at 200 rpm in Luria-Bertani (LB) medium supplemented with thymine (50 μg ml^−1^). When required, antibiotics were present at the following concentrations: kanamycin, 50 μg ml^−1^; tetracycline, 20 μg ml^−1^; streptomycin/spectinomycin 20 μg ml^−1^.

**Table 3:** **Bacterial strains used in this study**

**Strain**	**Relevant genotype**	**Reference**
**MG1693**	*thyA715*	[49]
**CMA201**	*thyA715* ∆*rnb*	[17]
**HM104**	*thyA715* ∆*rnr*	[17]
**SK10019**	*thyA715* ∆*pnp*	[31]

### Total RNA extraction

Overnight cultures from isolated colonies were diluted in fresh medium to an initial OD_600_ ~ 0.03 and grown to exponential phase (OD_600_ ~ 0.3). RNA was isolated following cell lysis and phenol:chloroform extraction as previously described [38]. After precipitation step in ethanol and 300 mM sodium acetate, RNA was ressuspended in MilliQ-water. The integrity of RNA samples was evaluated by agarose gel electrophoresis. Turbo DNase (Ambion) treatment was used to remove contaminant DNA.

### High-throughput sequencing and data analysis

RNA samples (20 μg) were sent to Vertis Biotechnologie AG, Germany, for library preparation and sequencing of libraries using an Illumina HiSeq platform (single end, 50-bp read length). For the library preparation Vertis Biotechnologie AG depleted the ribosomal RNA molecules from the total RNA preparations using the MICROBExpress Bacterial mRNA Enrichment Kit (Ambion). The rRNA depleted RNAs were then fragmented with RNase III and the 5'PPP structures were removed using RNA 5' Polyphosphatase (Epicentre). Afterwards, the RNA fragments were poly(A)-tailed using poly(A) polymerase and a RNA adapter was ligated to the 5´-phosphate of the RNA fragments. First-strand cDNA synthesis was performed using an oligo(dT)-adapter primer and M-MLV reverse transcriptase. The resulting cDNA was PCR-amplified to about 30 ng/μl using a high fidelity DNA polymerase. After the sequencing of the libraries Vertis Biotechnologie AG bioinformatics department did a preliminary analysis of the high-throughput sequencing results which included the cleaning of the sequences and the mapping of the reads against E. coli genome (NC_000913 downloaded from NCBI genome database). For the cleaning of the sequences Vertis Biotechnologie AG removed low quality and Poly(A) sequences and the adapters were trimmed. We then used the mapped files to run Cufflinks (estimates the relative abundance of the transcripts) and after Cuffdiff to find significant changes in transcript expression when comparing two samples [34]. The transcripts lists resulted from Cuffdiff were then analysed using GeneCodis3, a web-based tool for the ontological analysis of large lists of genes [35].

### Motility assays

To measure bacterial motility we inoculated swimming media plates (triptone 10 g L^−1^, NaCl 5 g L^−1^, thymine 50 μg ml^−1^ and agar 0.25%) with 5 μL of cells in exponential phase. Plates were incubated at 37°C and pictures were regularly taken with Chemidoc Imaging system (BioRad) so as to monitor the increase of the swimming halo size. We used square plates to better compare the swimming of the wild-type cells with the swimming of the different exoribonucleases mutants. The upper left corner of the plate was inoculated with wild-type cells and the bottom right corner was inoculated with either ∆*rnb*, ∆*rnr* or ∆*pnp* cells. Motility assays were done at least three times.

### Biofilm formation assays

Biofilm formation assay were carried on according to the protocol described by Merritt *et al.* [50]. Briefly, diluted cultures in LB without antibiotics (OD_600_ ~ 0.05) were inoculated into the wells of a fresh microtiter plate and left at 37°C for 24 h. OD_600_ of the cultures was measured and subsequently used to normalise the data. Planktonic bacteria was removed from each microtiter dish by briskly shaking the dish out followed by at least two washing steps by submerging the plates in water and then vigorously shake out the liquid. 130 μl of 0.1% crystal violet solution was added to each well and left to stain the biofilms for 30 min at room temperature. The crystal violet was shaken out from the plates and again we performed at least two washing steps as previously described. The plates were allowed to air-dry and then the crystal violet was dissolved by adding 200 μl of an 80% ethanol/20% acetone solution to each stained well and left to incubate for 15 min. The dissolved crystal violet was transferred to a cuvette and each well was washed with another 200 μl of 80% ethanol/20% acetone solution. These 200 μl were added to the previous ones and OD_550_ was measured. The biofilm formation was determined by normalizing the OD_550_ values with the OD_600_ values measured after the 24 h inoculation of the plates. Then the wild-type was used as reference and all other values were obtained by the formula: normalised OD (mutant)/normalised OD (wt). Three independent biofilms formation assays were done each with at least four replicas per sample.

### cDNA synthesis and qPCR

cDNA for quantitative RT-PCR was reverse transcribed from extracted RNA with random hexamers using the QuantiTect® Reverse Transcription Kit (Quiagen). The PCR amplification was performed with a Corbett Rotor Gene RG 3000 real-time PCR system and SensiFAST SYBR No-ROX Kit (Bioline). Oligonucleotides used as primers for qPCR are listed in Table 4. Parameters for qPCR were as follows: 95°C for 2 min, 40 cycles of 95°C for 10 sec, 60°C for 15 sec, 72°C for 20 sec. A negative control (without cDNA) was included to each run. A melting curve was obtained from a first step starting from 60 to 95°C, to control specificities of quantitative PCR reaction for each primer pair. Efficiency of amplifications was determined by running a standard curve with several dilutions of cDNA. Relative copy number was determined using the ∆∆Ct method with *cys*G as the reference gene. qPCR was performed in triplicate with, at least, three templates of RNA extracted from independent cultures.

**Table 4:** **Primers used in this work**

**Primer**	**Sequence (5**′**–3**′**)**
flu-FW	AAGCAGCGGCAGCTATGGATTC
flu-Rev	ACCGGCAACCTCTGTTCTCATC
bssS-FW	GTTGCGTTTGCACTACCAGACC
bssS-Rev	ACCAGAGCGTCTGACCAACTTC
bssR-FW	CAGCGAATCGATCTGCTGAACC
bssR-Rev	TGCCTTCCTCAGTTGCACGTATG
flhC-FW	CGATGCGGTGATCAAAGCCTAC
flhC-Rev	ATGCCAGCAGTGGTCCTTCTTC
flgJ-FW	CTGGGATGCGCAATCACTCAAC
flgJ-Rev	ATATTTGCCGCCGGATCTTCGC
fliH-FW	GCGCTACCTTAAGTTTGCATGGC
fliH-Rev	AGACTTTACAGCCGCCAGGATG
fliA-FW	AGCGTGGAACTTGACGATCTGC
fliA-Rev	TTGTAGGGCGTCATAGCGTTCG
cysG-FW	GACGCTGGTGTTCTATATGGG
cysG-Rev	GGCATTCCGTGTTCAATCAG

### Availability of supporting data

The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus [51] and are accessible through GEO Series accession number GSE60107. Other supporting data are included as additional files.

## Additional file

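Tables S1, S2 and S3 give, for each listed transcript, its description, its RPKM value and its reads in the wild-type and in the mutant and the fold change, which is the ratio of those reads. A transcript is in a list when Cuffdiff called the difference significant. The lists hold 187, 202 and 226 transcripts, of which 178, 200 and 220 are found by name in the deposited files. The reads in the lists are higher than the deposited reads for the same transcripts, and the median of deposited over listed wild-type reads was 0.84, 0.86 and 0.83. The direction of change in the deposited reads was the one listed for 173 of 178 transcripts in ∆*rnb*, 198 of 200 in ∆*rnr* and 215 of 220 in ∆*pnp* (no replicates). Fold changes differed from the listed ones by more than 1.5 times for 10, 6 and 35 transcripts.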

Additional file 1: Differentially expressed transcript lists. **Table S1.** Differential expressed transcript list for ∆*rnb* mutant. **Table S2.** Differential expressed transcript list for ∆*rnr* mutant. **Table S3.** Differential expressed transcript list for ∆*pnp* mutant.

## References

[1] Andrade JM, Pobre V, Silva IJ, Domingues S, Arraiano CM (2009). The role of 3'-5' exoribonucleases in RNA degradation. Prog Mol Biol Transl Sci.

[2] Arraiano CM, Andrade JM, Domingues S, Guinote IB, Malecki M, Matos RG (2010). The critical role of RNA processing and degradation in the control of gene expression. FEMS Microbiol Rev.

[3] Cannistraro VJ, Kennell D (1999). The reaction mechanism of ribonuclease II and its interaction with nucleic acid secondary structures. Biochem et Biophys Acta.

[4] Spickler C, Mackie A (2000). Action of RNases II and Polynucleotide Phosphorylase against RNAs containing stem-loops of defined structure. J Bacteriol.

[5] Coburn GA, Mackie GA (1996). Overexpression, purification, and properties of *Escherichia coli* ribonuclease II. J Biol Chem.

[6] Folichon M, Marujo PE, Arluison V, Le Derout J, Pellegrini O, Hajnsdorf E (2005). Fate of mRNA extremities generated by intrinsic termination: detailed analysis of reactions catalyzed by ribonuclease II and poly(A) polymerase. Biochimie.

[7] Hajnsdorf E, Steier O, Coscoy L, Teysset L, Régnier P (1994). Roles of RNase E, RNase II and PNPase in the degradation of the *rpsO* transcripts of *Escherichia coli*: stabilizing function of RNase II and evidence for efficient degradation in an *ams pnp rnb* mutant. EMBO J.

[8] Marujo PE, Hajnsdorf E, Le Derout J, Andrade R, Arraiano CM, Régnier P (2000). RNase II removes the oligo(A) tails that destabilize the *rpsO* mRNA of *Escherichia coli*. RNA.

[9] Mohanty BK, Kushner SR (2000). Polynucleotide phosphorylase, RNase II and RNase E play different roles in the *in vivo* modulation of polyadenylation in *Escherichia coli*. Mol Microbiol.

[10] Pepe CM, Maslesa-Galic S, Simons RW (1994). Decay of the IS10 antisense RNA by 3' exoribonucleases: evidence that RNase II stabilizes RNA-OUT against PNPase attack. Mol Microbiol.

[11] Cheng ZF, Deutscher MP (2002). Purification and characterization of the *Escherichia coli* exoribonuclease RNase R. Comparison RNase II J Biol Chem.

[12] Vincent HA, Deutscher MP (2006). Substrate recognition and catalysis by the exoribonuclease RNase R. J Biol Chem.

[13] Andrade JM, Hajnsdorf E, Régnier P, Arraiano CM (2009). The poly(A)-dependent degradation pathway of *rps*O mRNA is primarily mediated by RNase R. RNA.

[14] Awano N, Rajagopal V, Arbing M, Patel S, Hunt J, Inouye M (2010). *Escherichia coli* RNase R has dual activities, helicase and RNase. J Bacteriol.

[15] Cheng ZF, Deutscher MP (2003). Quality control of ribosomal RNA mediated by polynucleotide phosphorylase and RNase R. Proc Natl Acad Sci U S A.

[16] Cairrão F, Cruz A, Mori H, Arraiano CM (2003). Cold shock induction of RNase R and its role in the maturation of the quality control mediator SsrA/tmRNA. Mol Microbiol.

[17] Andrade JM, Cairrão F, Arraiano CM (2006). RNase R affects gene expression in stationary phase: regulation of *ompA*. Mol Microbiol.

[18] Chen C, Deutscher MP (2010). RNase R is a highly unstable protein regulated by growth phase and stress. RNA.

[19] Liang W, Deutscher MP (2013). Ribosomes regulate the stability and action of RNase R. J Biol Chem.

[20] Malecki M, Bárria C, Arraiano CM (2014). Characterization of the RNase R association with ribosomes. BMC Microbiol.

[21] Mohanty BK, Kushner SR (2000). Polynucleotide phosphorylase functions both as a 3' right-arrow 5' exonuclease and a poly(A) polymerase in *Escherichia coli*. Proc Natl Acad Sci U S A.

[22] Slomovic S, Portnoy V, Yehudai-Resheff S, Bronshtein E, Schuster G (2008). Polynucleotide phosphorylase and the archaeal exosome as poly(A)-polymerases. Biochim Biophys Acta.

[23] Mohanty BK, Kushner SR (2006). The majority of *Escherichia coli* mRNAs undergo post-transcriptional modification in exponentially growing cells. Nucleic Acids Res.

[24] Clements MO, Eriksson S, Thompson A, Lucchini S, Hinton JC, Normark S (2002). Polynucleotide phosphorylase is a global regulator of virulence and persistency in *Salmonella enterica*. Proc Natl Acad Sci U S A.

[25] Erova TE, Kosykh VG, Fadl AA, Sha J, Horneman AJ, Chopra AK (2008). Cold shock exoribonuclease R (*VacB*) is involved in *Aeromonas hydrophila* pathogenesis. J Bacteriol.

[26] Haddad N, Tresse O, Rivoal K, Chevret D, Nonglaton Q, Burns CM, Prévost H, Cappelier JM: Polynucleotide phosphorylase has an impact on cell biology of *Campylobacter jejuni. Front Cell Inf Microbio* 2012: doi:10.3389/fcimb.2012.0003010.3389/fcimb.2012.00030PMC341763422919622

[27] Tobe T, Sasakawa C, Okada N, Honma Y, Yoshikawa M (1992). *vacB*, a novel chromosomal gene required for expression of virulence genes on the large plasmid of *Shigella flexneri*. J Bacteriol.

[28] Josenhans C, Suerbaum S (2002). The role of motility as a virulence factor in bacteria. Int J Med Microbiol IJMM.

[29] de la Fuente-Nunez C, Reffuveille F, Fernandez L, Hancock RE (2013). Bacterial biofilm development as a multicellular adaptation: antibiotic resistance and new therapeutic strategies. Curr Opin Microbiol.

[30] Guttenplan SB, Kearns DB (2013). Regulation of flagellar motility during biofilm formation. FEMS Microbiol Rev.

[31] Mohanty BK, Kushner SR (2003). Genomic analysis in *Escherichia coli* demonstrates differential roles for polynucleotide phosphorylase and RNase II in mRNA abundance and decay. Mol Microbiol.

[32] Fonseca P, Moreno R, Rojo F (2008). Genomic analysis of the role of RNase R in the turnover of *Pseudomonas putida* mRNAs. J Bacteriol.

[33] De Lay N, Gottesman S (2011). Role of polynucleotide phosphorylase in sRNA function in *Escherichia coli*. RNA.

[34] Trapnell C, Williams BA, Pertea G, Mortazavi A, Kwan G, van Baren MJ (2010). Transcript assembly and quantification by RNA-Seq reveals unannotated transcripts and isoform switching during cell differentiation. Nat Biotechnol.

[35] Tabas Madrid D, Nogales-Cadenas R, Pascual-Montano A (2012). GeneCodis3: a non-redundant and modular enrichment analysis tool for functional genomics. Nucleic Acids Res.

[36] Ulett GC, Webb RI, Schembri MA (2006). Antigen-43-mediated autoaggregation impairs motility in *Escherichia coli*. Microbiology.

[37] Andrade JM, Pobre V, Arraiano CM (2013). Small RNA modules confer different stabilities and interact differently with multiple targets. PLoS One.

[38] Andrade JM, Pobre V, Matos AM, Arraiano CM (2012). The crucial role of PNPase in the degradation of small RNAs that are not associated with Hfq. RNA.

[39] Danese PN, Pratt LA, Dove SL, Kolter R (2000). The outer membrane protein, antigen 43, mediates cell-to-cell interactions within Escherichia coli biofilms. Mol Microbiol.

[40] Saramago M, Domingues S, Viegas SC, Arraiano CM (2014). Biofilm formation and antibiotic resistance in Salmonella Typhimurium are affected by different ribonucleases. J Microbiol Biotechnol.

[41] Schembri MA, Kjaergaard K, Klemm P (2003). Global gene expression in Escherichia coli biofilms. Mol Microbiol.

[42] Frazão C, McVey CE, Amblar M, Barbas A, Vonrhein C, Arraiano CM (2006). Unravelling the dynamics of RNA degradation by ribonuclease II and its RNA-bound complex. Nature.

[43] Deutscher MP (1993). Ribonuclease multiplicity, diversity, and complexity. J Biol Chem.

[44] Donovan WP, Kushner SR (1986). Polynucleotide phosphorylase and ribonuclease II are required for cell viability and mRNA turnover in *Escherichia coli* K-12. Proc Natl Acad Sci USA.

[45] Komeda Y (1986). Transcriptional control of flagellar genes in Escherichia coli K-12. J Bacteriol.

[46] Arnosti DN, Chamberlin MJ (1989). Secondary sigma factor controls transcription of flagellar and chemotaxis genes in Escherichia coli. Proc Natl Acad Sci U S A.

[47] De Lay N, Gottesman S (2012). A complex network of small non-coding RNAs regulate motility in Escherichia coli. Mol Microbiol.

[48] Maes A, Gracia C, Hajnsdorf E, Régnier P (2012). Search for poly(A) polymerase targets in *E. coli* reveals its implication in surveillance of Glu tRNA processing and degradation of stable RNAs. Mol Microbiol.

[49] Arraiano CM, Yancey SD, Kushner SR (1988). Stabilization of discrete mRNA breakdown products in *ams pnp rnb* multiple mutants of *Escherichia coli* K-12. J Bacteriol.

[50] Merritt JH, Kadouri DE, O'Toole GA: Growing and analyzing static biofilms. *Current protocols in microbiology* 2005, Chapter 1:Unit 1B 1.10.1002/9780471729259.mc01b01s00PMC456899518770545

[51] Edgar R, Domrachev M, Lash AE (2002). Gene Expression Omnibus: NCBI gene expression and hybridization array data repository. Nucleic Acids Res.

How the deposited data were processed for this re-analysis (not part of the article)

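The data are RNA-Seq read numbers of the wild-type *E. coli* strain and of the ∆*rnb*, ∆*rnr* and ∆*pnp* mutants in exponential phase, with 1 sample per strain. The authors deposited 1 table per sample with a count of total reads and a count of unique reads on each of 4497 transcripts, without normalization. The reads behind these counts had been trimmed and mapped to the K-12 genome before, and the program and the annotation used for counting are not stated. The authors also deposited an RPKM value for each transcript, which in every row follows from the total reads, the length of the transcript and a mapped total per sample. It was used only as an alternative way of scaling the samples. The output of Cufflinks and Cuffdiff is not in the files analysed here, so those programs could not be run again, and the lists of the paper were read from its supplementary tables.

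The wild-type, ∆*rnb*, ∆*rnr* and ∆*pnp* samples hold 4902754, 4922217, 5193047 and 4940186 total reads on transcripts. The smallest share that 3 reads can show is 6.1e-05% in the wild-type and 5.8e-05% in ∆*rnr*. Each mutant was compared with the same wild-type sample, so the comparisons are not independent of each other. Up-regulated and down-regulated transcripts were counted from total reads without normalization, as shares of all 4497 transcripts with 95% Wilson intervals. M is the log2 of the mutant reads over the wild-type reads for transcripts with reads in both samples. Its standard deviation has a 95% interval from 2000 bootstrap resamples of transcripts. The fold change of a single transcript is the ratio of its reads with a 95% exact (Clopper-Pearson) interval, which covers counting noise and no variation between cultures.

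Differential expression was computed with edgeR's exact test on transcripts with at least 10 reads over the 2 samples compared, with TMM normalization, and a transcript was called when its Benjamini-Hochberg adjusted p was under 0.05. A design with replicates, such as edgeR's quasi-likelihood fit, could not be fitted with 1 sample per strain. The trended dispersion was therefore estimated blind, with the mutant and the wild-type treated as replicates, which counts real differences as noise. The median log2 fold changes of 41 flagellar and 47 anaerobic respiration transcripts were compared with 100000 random sets drawn from transcripts with similar wild-type reads, in 20 bins. The unit of this permutation test is the transcript, and transcripts of an operon are not independent. Stable RNAs are 22 rRNA and 86 tRNA genes and the 62 genes in the files out of 113 listed small RNA genes.

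The alternatives were other scalings of the samples (library totals, TMM, DESeq2 size factors and RPKM values), filters of at least 10 or 50 reads or none, a pseudocount of 1, leaving out rRNAs, tRNAs or all stable RNAs, fixed biological coefficients of variation of 0.2 and 0.4, a blind dispersion from all 4 samples, and an adjusted p under 0.01. The main settings, these alternatives, the flagellar, anaerobic respiration, biofilm and small RNA lists, and the rule for the genes named were set before the processed files arrived. Unique reads, a coefficient of variation of 0.1, the medians of tRNAs and small RNAs, and the share of listed transcripts with opposite directions were chosen after seeing the data. The coefficients 0.1, 0.2 and 0.4 had been run side by side before 0.1 was added. The genes named are those the paper names in its text or Table 2, and in each mutant the 5 transcripts with the largest rise and the 5 with the largest fall among those with an adjusted p under 0.05 and at least 50 reads in the higher sample. Beyond that rule, the members of the smallest overlaps and lists, the flagged transcripts and the transcripts used to test an explanation are also named.

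The scripts were tested on simulated reads drawn with a biological coefficient of variation of 0.2 and 200 changed transcripts per pair. The blind dispersion found 46% of the changed transcripts in the ∆*rnb* pair, 34.5% in the ∆*rnr* pair and 52.5% in the ∆*pnp* pair, with 1, 0 and 0 unchanged transcripts called. A fixed coefficient equal to the simulated one found 98%, 96.5% and 95.5%, with 12, 6 and 13 unchanged transcripts called. A simulated standard deviation of M of 0.8 was recovered as 0.812, and a simulated share of 30% up-regulated as 29.2%. Of random sets with no shift, 5% had a permutation p under 0.05. A first run with fewer random sets had given a higher share, and the number of sets was raised after that was seen. The motility, biofilm and qPCR experiments of the paper were left out because their values are not in the files analysed here. Versions were R 4.3.3, edgeR 4.0.16, DESeq2 1.42.0, limma 3.58.1, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.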

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

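The transcripts in this part passed edgeR's test in the main setting and are in none of the paper's lists, so their signal lies in data the paper did not discuss. Each rests on 1 sample per strain with no replicate check. All of their reads are unique, so reads shared with near-identical genes were not at issue.

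The reads of *yeeR* went from 26 in the wild-type to 249 in ∆*rnb*, a fold change of 9.58 (95% exact interval 6.38 to 14.95, edgeR adjusted p = 3e-06). The gene starts 120 bases after the end of *flu*. If transcription from *flu* ran into *yeeR*, both would change by a similar factor. The fold change of *yeeR* over that of *flu* was 0.929 in ∆*rnb*, 1.009 in ∆*rnr* and 1.014 in ∆*pnp*. This prediction was written after the result was seen. Read-through from *flu* is a candidate explanation, and the files do not separate it from a promoter that both genes answer to.

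In ∆*rnr* the reads of *nrfB* went from 4 to 57, a fold change of 14.25 (5.27 to 54.08, edgeR adjusted p = 0.012), those of *nrfC* from 3 to 49, a fold change of 16.33 (5.27 to 81.92, adjusted p = 0.012), and those of *tdcA* from 7 to 374, a fold change of 53.43 (25.68 to 133.8, adjusted p = 0.00043). In ∆*pnp* *cadB* had 125 reads and none in the wild-type, so that only a lower bound of 33.39 can be given for its ratio (adjusted p = 0.00027). These 4 transcripts have under 10 reads in the wild-type. A minimum of reads in the wild-type sample was tested as an explanation for their absence from the lists, after the result was seen. By the reads printed in the lists, 0 of the 615 entries had under 10 wild-type reads. By the deposited reads, which are lower and are the ones used for these 4 transcripts, 25 of the 598 entries found in the files had under 10 and 8 had none. The test therefore does not show that such a minimum of reads kept these transcripts out, and it leaves out *yeeR*, which has 26.

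The rises of *nrfB* and *nrfC* belong with those of the anaerobic respiration transcripts, for which less oxygen in the culture was tested as an explanation. The median TMM-normalized log2 fold change of the cytochrome bo and succinate dehydrogenase transcripts in ∆*rnr* was -1.053, the direction that less oxygen predicts. It was -1.009 in ∆*pnp* and -0.218 in ∆*rnb*, and in both the anaerobic respiration transcripts fall. Single transcripts ran from -2.241 to -0.006 in ∆*rnr* and from -3.526 to 0.652 in ∆*pnp*. Since the median in ∆*pnp* was close to that in ∆*rnr*, this pooled test does not discriminate and gives no support to that explanation. The pooling joins transcripts that differed. Without normalization, all cytochrome bo transcripts fell in ∆*rnr* (log2 from -1.16 to -0.12). In ∆*pnp* *cyoA* and *cyoB* fell, while *cyoC*, *cyoD* and *cyoE* rose (0.60 to 0.78). The succinate dehydrogenase transcripts fell in both mutants. The TMM-normalized median of the cytochrome bd transcripts was 0.784 in ∆*rnr* and 0.707 in ∆*pnp*. A difference between the cultures was not ruled out either. No such test was made for *tdcA* and *cadB*. A mix-up of samples is not apparent, since each strain had few reads on its own deleted gene, but differences between sequencing batches could not be tested with 1 sample per strain.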

How the results depend on the processing

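Of 53 results, 24 were rated the same under every alternative. Among them were the medians of the flagellar and anaerobic respiration sets in all 3 mutants. Such a rating leaves room for the value to move. The anaerobic respiration median in ∆*pnp* went from -0.227 to -0.616 with at least 10 reads in both samples. No fold change or set median changed sign. The order of the mutants by differentially expressed transcripts and the order of the up-regulated and down-regulated shares in ∆*rnr* did change, as given below. For results that answer a comparison, 127 of 215 alternative values were rated the same, 87 moved and 1 was weaker. For single genes, 117 of 126 were rated the same, 6 were stronger and 3 were weaker. Leaving out a replicate could not be run with 1 sample per strain. The replicate block was not run because no strain has a replicate.

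The percentages of up-regulated and down-regulated transcripts followed the scaling of the samples. TMM gave 48.19%, 51.12% and 50.70% up-regulated in ∆*rnb*, ∆*rnr* and ∆*pnp*, and 49.72%, 47.10% and 47.68% down-regulated. DESeq2 size factors gave 48.88%, 50.19% and 49.86%, and 49.03%, 48.03% and 48.52%. Both methods center most transcripts on no change by construction, so values near 50% are not evidence about the mutants. The RPKM values gave 36.25% up-regulated in ∆*rnb* and 53.44% in ∆*pnp*, and 61.66%, 55.93% and 44.94% down-regulated. Library totals gave 66.96%, 58.75% and 42.41% down-regulated and 39.47% up-regulated in ∆*rnr*. At least 10 reads in both samples gave 67.43%, 55.76% and 43.48% down-regulated. Unique reads, chosen after seeing the data, gave 29.04%, 41.18% and 54.39% up-regulated.

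The standard deviation of M fell to 0.519, 0.806 and 0.918 with at least 10 reads in both samples and to 0.414, 0.738 and 0.858 with at least 50, since counting noise widens M at low reads. A pseudocount of 1 gave 0.635 in ∆*rnb* and 0.849 in ∆*rnr*, and leaving out stable RNAs gave 0.985 in ∆*pnp*.

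The numbers of differentially expressed transcripts (39, 34 and 23) and stable RNAs (3, 1 and 2) follow the dispersion, which 1 sample per strain cannot measure. A fixed coefficient of variation of 0.2 gave 62, 249 and 462 transcripts, 7, 14 and 74 stable RNAs, 10 transcripts shared by all, 29 by ∆*rnb* and ∆*pnp* only and 54 by ∆*rnr* and ∆*pnp* only. A coefficient of 0.4 gave 1 in ∆*rnb* and 37 in ∆*pnp*, with 0, 0 and 8 stable RNAs, and 0 shared by ∆*rnb* with either mutant only. The coefficient of 0.1 chosen after seeing the data gave 239, 927 and 1325, with 41, 69 and 114 stable RNAs, 92 shared by all, 86 by ∆*rnb* and ∆*pnp*, 322 by ∆*rnr* and ∆*pnp* and 20 by ∆*rnb* and ∆*rnr*. The blind dispersion from all 4 samples gave 1 in ∆*rnb* and 8 in ∆*rnr*, with 0, 0 and 1 stable RNAs and 0 in each overlap of a pair. An adjusted p under 0.01 gave 23, 11 and 8, with 1, 0 and 1 stable RNAs and 0 in each overlap of a pair. Library totals gave 21 in ∆*rnr*, with 1 stable RNA in ∆*rnb* and 0 in ∆*rnr*, and 1 shared by ∆*rnr* and ∆*pnp* only, since rRNA reads enlarge the ∆*rnr* total. Without a filter on low counts 1 stable RNA passed in ∆*pnp*. Unique reads gave 1 stable RNA in ∆*rnb* and 4 in ∆*pnp*, 1 transcript shared by ∆*rnb* and ∆*pnp* only, and a median log2 fold change of tRNAs in ∆*rnr* of 0.157 (permutation p = 0.093), since most tRNA genes have no unique reads.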

Differences from the paper's values

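In the main setting 39 transcripts were differentially expressed in ∆*rnb*, 34 in ∆*rnr* and 23 in ∆*pnp*, against the paper's 187, 202 and 226. With a fixed biological coefficient of variation of 0.2 the number in ∆*rnr* was 249, within 1.5 times the paper's value. None of the alternatives set before the files arrived closed the gap in ∆*rnb* or ∆*pnp*. A coefficient of 0.1, which was chosen after seeing the values, gave 239 in ∆*rnb*.

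Stable RNAs numbered 3 in ∆*rnb*, 1 in ∆*rnr* and 2 in ∆*pnp*, against the paper's 11, 13 and 53. A fixed coefficient of 0.2 gave 14 in ∆*rnr* and 74 in ∆*pnp*, both within 1.5 times the paper's values, and no alternative set before the files arrived closed the gap in ∆*rnb*.

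The overlap of all 3 mutants held 0 transcripts against the paper's 29. Those of ∆*rnb* and ∆*pnp* only held 2 against 38, of ∆*rnr* and ∆*pnp* only 2 against 23, and of ∆*rnb* and ∆*rnr* only 1 against 12 in the paper. A fixed coefficient of 0.2 gave 29 for ∆*rnb* and ∆*pnp*, within 1.5 times the paper's value. None of the alternatives set before the files arrived closed the other gaps.

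The fold change of *bssR* in ∆*pnp* was 0.05 (95% exact interval 0.0012 to 0.31, 1 read against 20), against the paper's 0.2, which lies inside that interval. No alternative set before the files arrived brought the ratio within 1.5 times the paper's value.

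The paper ranks PNPase as the enzyme with the most affected transcripts. In the main setting ∆*pnp* had the fewest, with 23. It had the most with fixed coefficients of 0.2 and 0.4 and with the blind dispersion from all 4 samples, with 462, 37 and 18. The paper states that most transcripts lower in ∆*rnb* were higher in ∆*rnr*. In the files this held for 25 of the 40 transcripts listed for both mutants, but for 61 of the 151 listed as lower in ∆*rnb* (40.4%) and for 1088 of all 2859 that fell there (38.06%). With TMM normalization the last share was 47.27%. The paper describes *fliA* as down-regulated in all mutants, and the edgeR adjusted p was 0.29 in ∆*rnb* and 1 in ∆*rnr* and ∆*pnp*. It describes *flu* as affected and *bssR* as significantly down-regulated in ∆*pnp*, and their adjusted p were 0.45 and 0.32. Both passed with a fixed coefficient of 0.2.

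In the paper's lists *argU*, *leuQ* and *leuV* are up-regulated in ∆*pnp*, with 3.03, 4.33 and 3.55 there. In the files their fold changes were 0.818 (11 and 9 reads), 0.244 (45 and 11) and 0.143 (56 and 8). The list gives *exuT* in ∆*pnp* as 0.92, and the files give 1.016. The lists give *gnsB* and *ibsA* in ∆*rnb* and *yoeI* in ∆*rnr* as down-regulated, and all of them have 0 reads in the wild-type file.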

Other observations

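Predictions for the spread of M, library size, composition, rRNA copies, the moved gene sets, oxygen and transcript ends were written before their results were seen. All others in this part, on reads that match several places, neighbouring genes, the *fim* promoter, the dispersion and the qPCR reference, were written after the result was seen. The factor of 2 and the interval required for rRNA copies, and the boundary of 0.6 for the qPCR reference, were also set after the values were seen. Differences between sequencing batches and contamination could not be tested with 1 sample per strain, so no pattern here is called biological.

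The spread of M differed between the mutants. After the variance of counting was subtracted, the standard deviation was 0.446 in ∆*rnb*, 0.763 in ∆*rnr* and 0.882 in ∆*pnp*, and the largest over the smallest was 1.977, so depth does not account for the order. A difference between single cultures remains untested.

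More transcripts fell than rose in ∆*rnb* and ∆*rnr* with unscaled reads. Dividing by the library total left 66.96% falling in ∆*rnb*, so library size does not account for it. With totals taken without rRNA and tRNA, 53.08% fell in ∆*rnb*, 38.38% in ∆*rnr* and 34.53% in ∆*pnp*. A larger share of rRNA reads in the mutants may thus account for much of the excess of falling transcripts.

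Among the 7 copies of 23S rRNA in ∆*rnr*, *rrlD* rose 8.56 times, while the sum of the copies rose 1.282 times. The ratio of these values was 6.678. The lowest copy changed by a factor of 0.998, which does not differ from 1. Reads placed on a different copy may account for *rrlD*, and total reads cannot tell this apart from a change in that copy. Summed over the copies, unique reads went from 79802 in the wild-type to 109747 in ∆*rnr*, a sum that does not single out *rrlD*.

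Transcripts of an operon move together. When each set was moved as a whole along the genome, 1 of 4497 positions, the real one, gave a median as far from the typical one, which is 0.0222% for the flagellar set in ∆*rnb* and 0.0222% for the anaerobic respiration set in ∆*rnr*, the smallest possible share. Operon structure alone does not account for either shift. The shifts of these sets in the other mutants were not tested in this way. For the anaerobic respiration set less oxygen in the culture was also tested, with a median log2 fold change of the cytochrome bo and succinate dehydrogenase transcripts of -1.053 in ∆*rnr*. That median was -0.218 in ∆*rnb* and -1.009 in ∆*pnp*, and the anaerobic respiration transcripts fall in both. Since the value in ∆*pnp* was close to that in ∆*rnr*, the pooled test does not discriminate. It joins cytochrome bo transcripts, of which *cyoC*, *cyoD* and *cyoE* rose in ∆*pnp*, with succinate dehydrogenase transcripts, which fell in both mutants. Less oxygen is neither favored nor ruled out.

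Read numbers in the files were lower than in the paper's lists. The ratio of listed to deposited wild-type reads was 1.385 for transcripts under 500 bases and 1.134 for those of 1500 bases or more, 1.221 times as large, so that reads overlapping the ends of transcripts may be part of the difference. Over 407 transcripts without shared reads the ratio was still 1.185, so reads that match several places do not account for it.

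Transcripts next to a deleted gene also changed. In ∆*rnb* *yciW* rose 5.41 times, and 1.069% of positions in the genome have a neighbour that changed as much. In ∆*rnr* *rlmB* had a fold change of 0.124 and *nsrR* of 0.515, with 1.990% of positions. In ∆*pnp* *nlpI* and *psrO* had 1.10 and 1.57, with 70.82%. A local effect of the deletion or its marker may account for *yciW* and *rlmB*, and such an effect was not seen at *pnp*.

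The *fim* transcripts from *fimA* on had a median fold change of 20.99 in ∆*pnp*, which is 6.951 times that of *fimB* and *fimE*. A switch of the promoter ahead of *fimA* in that culture may account for it, which a single culture cannot tell apart from an effect of the deletion.

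The ∆*pnp* mutant had the most spread M and the fewest transcripts called. With a fixed coefficient of variation of 0.2 it had 7.452 times as many as ∆*rnb*. The blind dispersion, which takes the spread between strains for noise, is a candidate explanation for the low number.

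The qPCR reference *cysG* had a fold change of 2.75 in ∆*rnr* (95% exact interval 2.40 to 3.15). Its edgeR adjusted p was 1 with a blind dispersion and 0.0073 with a fixed coefficient of variation of 0.2. If this rise had shifted the paper's qPCR values, their median over its RNA-Seq values would lie under 0.6. It was 0.762 in ∆*rnr*, 1.126 in ∆*rnb* and 1.679 in ∆*pnp* over 6 transcripts each. The value in ∆*rnr* lies above the boundary, but it is the lowest of the 3 and the only value under 1, the direction such a shift predicts. Since the boundary was set after the values were seen, a shift of the qPCR values by the reference is neither shown nor ruled out.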
